# Whole genome microarray analysis of neural progenitor C17.2 cells during differentiation and validation of 30 neural mRNA biomarkers for estimation of developmental neurotoxicity

**DOI:** 10.1371/journal.pone.0190066

**Published:** 2017-12-20

**Authors:** Kristina Attoff, Anda Gliga, Jessica Lundqvist, Ulf Norinder, Anna Forsby

## Abstract

Despite its high relevance, developmental neurotoxicity (DNT) is one of the least studied forms of toxicity. Current guidelines for DNT testing are based on *in vivo* testing and they require extensive resources. Transcriptomic approaches using relevant *in vitro* models have been suggested as a useful tool for identifying possible DNT-generating compounds. In this study, we performed whole genome microarray analysis on the murine progenitor cell line C17.2 following 5 and 10 days of differentiation. We identified 30 genes that are strongly associated with neural differentiation. The C17.2 cell line can be differentiated into a co-culture of both neurons and neuroglial cells, giving a more relevant picture of the brain than using neuronal cells alone. Among the most highly upregulated genes were genes involved in neurogenesis (CHRDL1), axonal guidance (BMP4), neuronal connectivity (PLXDC2), axonogenesis (RTN4R) and astrocyte differentiation (S100B). The 30 biomarkers were further validated by exposure to non-cytotoxic concentrations of two DNT-inducing compounds (valproic acid and methylmercury) and one neurotoxic chemical possessing a possible DNT activity (acrylamide). Twenty-eight of the 30 biomarkers were altered by at least one of the neurotoxic substances, proving the importance of these biomarkers during differentiation. These results suggest that gene expression profiling using a predefined set of biomarkers could be used as a sensitive tool for initial DNT screening of chemicals. Using a predefined set of mRNA biomarkers, instead of the whole genome, makes this model affordable and high-throughput. The use of such models could help speed up the initial screening of substances, possibly indicating alerts that need to be further studied in more sophisticated models.

## Introduction

During the last 3 decades, there has been an increase in the number of children diagnosed with learning and neurodevelopmental disorders. This alarming trend has given rise to an emerging need for good models and methods to evaluate possible developmental neurotoxicity (DNT) induced by exposure to different chemicals [1]. The current approved guidelines for toxicity testing rely solely on *in vivo* models using endpoints such as behavior, sexual maturation, brain weight and neuropathology, which are broad and unspecific. In some cases tests of neurobehavioral function (e.g., social behavior), neurochemistry or neuropathology (histological sections are examined microscopically to determine alterations) are also applied [2,3]. With regards to the vast quantity of chemicals being introduced to the market each year, *in vivo* DNT testing according to the existing guidelines is both time consuming, expensive, hard to interpret and comes with ethical costs [4]. According to the Toxicity testing in the 21^st^ century paradigm, there is a call for reliable *in vitro* methods that can provide rapid, high-throughput screening of chemicals [5]. However, due to the various uncertainties and problems mentioned for the current guidelines for DNT testing, there is also a great need of DNT screening specific alternative methods [6].

The central nervous system (CNS) is considered to be one of the most susceptible targets of systemic toxicity, and the developing nervous system is often even more sensitive [7]. DNT endpoints can be very challenging to study since the toxicity may not correlate with cell death but rather by subtle alterations in a number of specific and sensitive events that take place in an organized and controlled manner during development [8,9]. Since various parts and cell types of the brain develop during different time points, they are sensitive to toxic insults at different time windows [7]. All of these biological events during brain development, such as proliferation, migration, differentiation, apoptosis and synaptogenesis, can be targeted by xenobiotics and potentially lead to DNT [10]. Even subtle alterations of the ratio between different subpopulations of neural cells, the number of synapses, connectivity or the positioning of cells can give rise to DNT [11,12]. The next generation of DNT testing is envisioned to combine both *in silico* and *in vitro* testing methods in order to generate a more rapid and efficient toxicity screening [13]. For example, human embryonic stem cells have been shown to be a reliable tool for the identification of critical events during neural development [14]. Different endpoints such as neurite outgrowth [15,16] and neural proliferation [17] were reported to be important for detection of DNT. In addition, several studies identified biomarkers of neural differentiation that could be used for toxicity screening [12,14,18–22]. Hogberg et al identified the use of micro-electrode arrays in primary cultures of rat cortical neurons as an emerging technology to study DNT [23,24]. However, single endpoints/biomarkers will simply not suffice for *in vitro* DNT testing. Testing strategies for DNT should be comprehensive, *i*.*e*. include a battery of relevant endpoints and should give mechanistic insight that would provide information to discriminate between different neural subpopulations and different stages of neural differentiation. International stakeholders have proposed a DNT testing strategy based on compound testing across a battery of in vitro tests including the important factors of timing and processes of brain development [6]. The use of mRNA biomarkers is a good example of such an approach that has previously been reported for DNT test systems [21,25,26]. Expression monitoring by hybridization to high-density oligonucleotides is a sensitive, specific and quantitative method to monitor very large number of mRNAs [27,28].

The objective of the present study was to use transcriptomic microarray gene expression analysis in order to identify a panel of mRNA biomarkers that are critical for neural differentiation in the murine neural progenitor cell line C17.2. The C17.2 cell line is a multipotent progenitor cell line that upon differentiation with nerve growth factor (NGF) and brain derived neurotrophic factor (BDNF), can differentiate into a co-culture of neurons and neuroglial cells [29]. We identified 30 biomarkers that were validated using Reverse Transcription Real-Time Quantitative Polymerase Chain Reaction (RT-qPCR). In addition, we also evaluated the gene expression of the selected biomarkers following exposure to four xenobiotics. Two known DNT-inducing compounds were used as positive controls, *i*.*e*. methylmercury chloride (MeHg) [30] and valproic acid sodium salt (VPA) [31,32] and one neurotoxic and potentially DNT-inducing compound, *i*.*e*. acrylamide (ACR) [15,33]. D-mannitol was used as a negative control.

## Materials and methods

### Chemicals and reagents

Acrylamide (99.9% purity) (A9099), methylmercury chloride (442534), valproic acid sodium salt (P4543), D-mannitol (M1902), putrescine dihydrochloride (P5780), progesterone (P8783), sodium selenite (S5261), bovine insulin (I1882) were purchased from Sigma Aldrich (Sweden). Recombinant mouse β-nerve growth factor (NGF) (1156-NG) and recombinant human brain-derived neurotrophic factor (BDNF) (248-BD) were purchased from R&D systems (United Kingdom). Apo-transferrin from bovine plasma (02152334) was purchased from MP Biomedicals. GIBCO^®^ phosphate-buffered saline (PBS), GIBCO^®^ Trypsin/ EDTA (0.05/0.02%), GIBCO^®^ Dulbecco’s modified Eagles medium (DMEM), GIBCO^®^ Dulbecco’s modified Eagles medium: Nutrient mixture F-12 (DMEM/F-12), horse serum, fetal calf serum, GIBCO^®^ L-glutamine, GIBCO^®^ Pen-Strep (10,000 U/ml of penicillin and 10,000 μg/ml of streptomycin) and AlamarBlue^®^ cell viability reagent were purchased from ThermoFisher Scientific (Sweden). All plastics used for cell culturing were from Corning Inc., (Corning NY). RNA extraction kit RNeasy Plus Mini Kit was purchased from Qiagen. PrimePCR^™^ Positive Control SYBR^®^ Green Assay, PrimePCR^™^ DNA Contamination Control SYBR^®^ Green Assay, PrimePCR^™^ RNA Quality SYBR^®^ Green Assay, PrimePCR^™^ Reverse Transcription Control SYBR^®^ Green Assay, PrimePCR^™^ precasted 96-well plates, iScript cDNA synthesis kit and SsoAdvanced^™^ Universal SYBR^®^ Green Supermix for RT-qPCR were purchased from Bio-Rad (Sweden).

### Cell line and cell culturing

The neural progenitor cell line C17.2 was a generous gift from Professor Sandra Ceccatelli (Karolinska Institutet, Stockholm, Sweden) with permission of Professor Evan Snyder (Harvard Medical School, Boston, USA). The C17.2 cell line was originally cloned from mouse cerebellar neural progenitor cells, which were immortalized through *v-myc* retroviral transduction [34]. The cells were originally taken on postnatal day 4 from a male mouse. For routine cultures, the C17.2 cells were seeded at a density of 1.27 x 10^3^ cells/cm^2^ in cell culture Petri dishes. The cells were cultured in routine culture medium (DMEM supplemented with 5% horse serum, 10% fetal calf serum, 2 mM L-glutamine, 100 U penicillin/mL and 100 μg streptomycin/mL). The confluent cells were detached every 3,5 days using 0.05/0.02% trypsin/EDTA and seeded in a new cell culture Petri dish at the original density. For differentiation studies, the C17.2 cells were seeded in routine culture medium (see individual experiment for density). Twenty-four hours after seeding, the medium was changed to differentiation medium (DMEM/F-12 medium supplemented with 1 mM L-glutamine, 100 U penicillin/mL, 100 μg streptomycin/mL, modified N2 supplements (to a final concentration of 5 μg/mL bovine insulin, 20 nM progesterone, 30 nM sodium selenite, 100 μg/mL bovine apo-transferrin, and 100 μM putrescine dihydrochloride), 10 ng/mL NGF and 10 ng/mL BDNF). The differentiation medium was changed every 3^rd^ day for the duration of the differentiation. The cells were kept in a humidified atmosphere of 5% CO_2_ in air at 37°C.

### Culturing of cells for microarray expression analysis and RT-qPCR of selected biomarkers

For the experimental setup, the C17.2 cells were seeded in 10 cm diameter cell culture dishes in routine culture medium. The undifferentiated control cells were seeded at a density of 1.9 x 10^3^ cells/cm^2^ and the cells for differentiation were seeded at a density of 3.7 x 10^3^ cells/cm^2^. The control cells were seeded at a lower density than the cells seeded for differentiation due to the fact that they are known to spontaneously differentiate if the culture get too dense.

### mRNA extraction

After desired time of differentiation (5 or 10 days), the cells were harvested by trypsinization and cell pellets were collected. Undifferentiated cells were harvested after 3 days. The cell suspensions were centrifuged for 5 minutes at 500g and the pellet was stored at -80°C until mRNA extraction. On the day of the experiment, the cells were lysed and mRNA was extracted using the Qiagen RNeasy Plus Mini Kit according to manufacturer’s instructions. mRNA concentration was determined by a NanoPhotometer^™^ P-class (IMPLEN GmbH).

### Microarray expression analysis

The RNA quality was evaluated using the Agilent 2100 Bioanalyzer system (Agilent Technologies Inc, Palo Alto, CA). Two hundred and fifty ng of total RNA from each sample were used to generate amplified and biotinylated sense-strand cDNA from the entire expressed genome according to the GeneChip^®^ WT PLUS Reagent Kit User Manual (P/N 703174 Rev. 1, Affymetrix Inc., Santa Clara, CA). GeneChip^®^ ST Arrays (GeneChip^®^ Mouse Gene 2.1 ST 16-Array Plate) were hybridized for 16 hours in a 45°C incubator, washed and stained and finally scanned with the GeneTitan^®^ Multi-Channel (MC) Instrument, according to the GeneTitan Instrument User Guide for Expression Arrays Plates (P/N 702933 Rev. 2, Affymetrix Inc., Santa Clara, CA).

### Microarray data analysis

The raw data was normalized in the free software Expression Console provided by Affymetrix (http://www.affymetrix.com) using the robust multi-array average (RMA) method first suggested by Li and Wong in 2001 [35,36]. Subsequent analysis of the gene expression data was carried out in the freely available statistical computing language R (http://www.r-project.org) using packages available from the Bioconductor project (www.bioconductor.org). In order to search for the differentially expressed genes (DEGs) between the groups, an empirical Bayes moderated t-test was applied using the ‘limma’ package [37,38]. To address the problem with multiple testing, the p-values were adjusted using the method of Benjamini and Hochberg [39]. The microarray data have been deposited at Gene Expression Omnibus (GSE97337). Volcano plots were generated using R and the ggplot2 Bioconductor package. Venn diagrams of the DEGs for each treatment vs the untreated control at the same point were plotted with a web tool developed by the Bioinformatics & Evolutionary Genomics Laboratory at VIB/UGent, Belgium (http://bioinformatics.psb.ugent.be/webtools/Venn/). Genes with a false discovery rate (FDA) adjusted p-value < 0.05 and absolute log2(fold change) > 1 were considered as differentially expressed. The lists of genes for plotting the Venn diagrams were based on the analysis-ready genes (see below).

### Principal component analysis

The outcome from the experiments was analyzed with principal component analysis (PCA) using SIMCA v14.0 (MKS data analytics solutions). The differences between the 3 repeated experiments for undifferentiated cells and 5 or 10 days of differentiation, respectively, as well as the differences between 10 and 5 days of differentiation were used as input variables for the PCA, i.e. each sample of undifferentiated cells were compared to all 3 samples of cells differentiated for 5 or 10 days and so on. The data were mean-centered and auto-scaled to unit variance and 7-fold cross-validations were used to determine the number of significant PCA components.

### Downstream analysis

Downstream analysis of the DEGs was performed using Ingenuity Pathway Analysis software (IPA, content version 26127183, Ingenuity Systems, Redwood City, CA). The contrast Day 5 vs Day 0 (undifferentiated cells) had 1190 differentially expressed (absolute log2(fold change) > 1, p-value < 0.05) probe set IDs out of which 1108 were mapped to gene symbols (using IPA). After removing duplicates there were a total of 1065 analysis-ready genes (665 upregulated, 400 downregulated). The contrast Day 10 vs Day 0 had 2458 differentially expressed (absolute log2(fold change) > 1, p-value < 0.05) probe set IDs out of which 2232 were mapped to gene symbols (using IPA). After removing duplicates there were a total of 2166 analysis-ready genes (1216 upregulated, 950 downregulated). The contrast Day 10 vs Day 5 had 307 differentially expressed (absolute log2(fold change) > 1, p-value < 0.05) probe set IDs out of which 285 were mapped to gene symbols (using IPA). After removing duplicates there were a total of 283 genes ready for analysis (192 upregulated, 91 downregulated). The analysis-ready genes were used for canonical pathway analysis as well as disease and function analysis. Output data were used to generate heatmaps of the top 20 enriched pathways according to the p-value as well as z-score (measure of pathway activation/inhibition). To select relevant biomarkers for neural differentiation of the C17.2 cell line, gene set enrichment analysis (GSEA) was performed on the genes selected as differentially expressed (absolute log2(fold change) > 1, p-value < 0.05) and from the genes that were determined as differentially expressed, all genes involved in gene sets connected to the brain and neural functions were further selected. From this list of differentially expressed genes involved in neural differentiation, the 30 genes with the highest log2(fold change) changes were chosen without bias. These 30 genes were further validated by RT-qPCR (http://software.broadinstitute.org/gsea/index.jsp). For the selected 30 genes, we performed gene ontology (GO) enrichment analysis using the WebGestalt online tool [40].

### Reverse Transcription Real-Time Quantitative Polymerase Chain Reaction

The selected mRNA biomarkers from the microarray were validated by RT-qPCR. Pre-casted white PrimePCR^™^ plates were designed and purchased from Bio-Rad. Two μg of each RNA sample (same samples as were used for the microarray analysis) were reverse transcribed into cDNA using iScript cDNA Synthesis Kit from Bio-Rad. Real-time qPCR reactions were carried out as described by Bio-Rad in the PrimePCR^™^ instruction manual, including experimental control assays for reverse transcription (PrimePCR^™^ Reverse Transcription Control SYBR^®^ Green Assay), genomic DNA (PrimePCR^™^ DNA Contamination Control SYBR^®^ Green Assay), RNA quality (PrimePCR^™^ RNA Quality SYBR^®^ Green Assay) and PCR performance (PrimePCR^™^ Positive Control SYBR^®^ Green Assay). It was performed in a CFX96 Touch^™^ Real-Time PCR Detection System (Bio-Rad) using SsoAdvanced^™^ Universal SYBR^®^ Green Supermix. The data were analyzed using the Bio-Rad CFX manager 3.1 software system. The samples were normalized against 3 reference genes; TATA box binding protein (Tbp), heat shock protein 90ab (Hsp90ab1) and ribosomal protein, large P1 (Rplp1) which were carefully selected so as to be equally expressed during all stages of differentiation relative to the total amount of mRNA [41].

### Chemical exposure

The substances were dissolved in differentiation medium and sterile-filtered through a 0.2 μm filter and then diluted to different concentrations. The substances were added in different concentration ranges depending on the substance; ACR range 0.1 nM-1 mM, MeHg range 10 pM-100 μM, VPA range 1 nM-10 mM and D-mannitol range 10 μM-100 mM. Cell cultures exposed to differentiation medium without any of the 4 substances were used as control. For all experiments, the exposure to the substances started 24 hours after seeding, at the same time as the change to differentiation medium. The medium was then changed every 3^rd^ day and the substances were added at every change of medium throughout the duration of the experiment. Fresh medium without any substance was added to control cells. A fresh stock solution and dilution series for each of the substances was prepared right before addition to the cells at each time of exposure and medium change.

### Determination of IC10 for the different substances using the AlamarBlue^®^ assay

The amount of viable cells was determined using the AlamarBlue^®^ cell viability reagent. For all experiments, the cells were seeded in clear 96-well plates. C17.2 cells were seeded at a density of 3.75 x 10^3^ cells/cm^2^. The cells were exposed to the substances diluted in differentiation medium for 10 days with the substance-containing medium changed every 3^rd^ day as described above. After completed exposure, the AlamarBlue^®^ reagent was added according to the manufacturer’s instructions, incubated for 1 hour and the absorbance was read at 570 nm using 600 nm as a reference wavelength. The inhibitory concentration 10% (IC10) was determined from nonlinear regression to fit the data to the log(inhibitor) vs response(variable slope) curve using the Hill slope (slope factor), equation Y = Bottom + (Top-Bottom)/(1+10^((LogIC10-X)*HillSlope)) (GraphPad Prism 7.02).

### Exposure of substances for validation of selected biomarkers

To further validate that the biomarkers selected from the microarray expression analysis that were validated by RT-qPCR, the biomarkers were analyzed after addition to 3 different neurotoxic substances and one negative control substance. The cells were seeded in 6 cm diameter cell culture dishes at a density of 3.7 x 10^3^ cells/cm^2^ and exposed during differentiation to the IC10 estimated from the the AlamarBlue^®^ assay described above; 70 μM of ACR, 90 nM of MeHg and 100 μM of VPA. D-mannitol didn’t show any cytotoxicity for the concentrations used, and 1 mM was chosen for cellular exposure. After 10 days of differentiation and exposure to the substances, the cells were harvested by trypsinization and cell pellets were collected. Cells were centrifuged for 5 minutes at 500g and the pellet was stored at -80°C until mRNA extraction. mRNA extraction, cDNA synthesis and RT-qPCR were performed in the exact same manner as stated above during the previous sections.

### Morphological evaluation

The cells were photographed using a phase contrast microscope (Olympus). Microscopy images were captured at 150x magnification using a CCD camera (Olympus DP50).

### Statistical analyzes for PrimePCR

GraphPad Prism 7.02 was used for statistical analysis of the data. Results were analyzed using one- or two-way ANOVA followed by Dunnett’s multiple comparisons test, * p<0.05, ** p<0.01, *** p<0.001 as compared to control.

## Results

### Microarray analysis of differentiating C17.2 reveals robust time-dependent changes of gene expression

C17.2 neural progenitor cells were used as a model for the developing nervous system. 

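C17.2 is an immortalized neural progenitor line from the mouse cerebellum. For the microarray, RNA was taken from undifferentiated cells harvested after 3 days in culture and from cells differentiated for 5 or 10 days, with 3 arrays per group and 9 arrays in all. The paper describes the replicates as independent seed-outs, and the sample labels carry the letters B, C and E in each group. Undifferentiated cells also differed from differentiated cells in medium, seeding density and time in culture. The deposited values are log2 expression values that the authors made with RMA in Affymetrix Expression Console. RMA corrects the background, applies quantile normalization across arrays and summarises probes into probe sets. Each array holds 33793 probe sets, with a median expression value (log2) of 3.91 to 4.03 per array. The annotation gives 1 gene symbol for 23521 probe sets and several for 1820, and 8452 are not listed in it. Where a gene had more than 1 probe set, as 1082 of 22180 genes did, the probe set with the highest mean over the arrays stands for the gene. Pearson's r between arrays was 0.993 to 0.995 within a group (9 pairs) and 0.968 to 0.993 between groups (27 pairs), across probe sets, which are not independent replicates. Differential expression was tested with limma over all 9 arrays with Benjamini-Hochberg adjustment, and a gene was called higher or lower at an adjusted p under 0.05 together with an absolute log2(fold change) over 1. Gene lists fixed before the data were examined, 34 in number, were tested in the 3 contrasts with camera at a preset correlation of 0.01 between genes. Of these 102 tests, 57 had an adjusted p under 0.05. With an estimated correlation 2 did, both of the 30 genes that the study selected on these samples, at day 5 and at day 10 against undifferentiated cells. With that setting camera also uses the 6 residual degrees of freedom of the fit, which by itself raises p. Lists written for pathways that the paper names are no independent evidence either, since the paper found those pathways in these same samples. Values near or below the array medians are close to background, so the size of a change from such a value depends on the background correction. The number of arrays limits the precision of each value.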

In this study, the cells were differentiated in serum-free N2 medium with NGF and BDNF for 5 or 10 days (S1A–S1C Fig). The C17.2 cells showed upregulated protein levels of both βIII-tubulin (a neuronal marker) and glial fibrillary acidic protein (GFAP, an astrocytic marker) as well as a downregulation of nestin (a marker for neural progenitor cells) during differentiation (S1 Fig). The ratio of neurite-bearing cells was approximately 20% for cells differentiated for 5 days and 35% for cells differentiated for 10 days, determined by counting cells on the phase contrast images (S1E Fig). Further characterization of the different neuronal phenotypes in the differentiated C17.2 cultures showed an upregulation of both Glutamate decarboxylase 1 (GAD1, a marker for gamma-amino butyric acid (GABA) neurons) and vesicular glutamate transporter 1 (vGluT1, a marker for glutamatergic neurons) (S1D Fig), whereas biomarkers for other neuronal phenotypes where not expressed (i.e. ChAT, TH and TPH2) (data not shown). 

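Mki67, which marks proliferating cells, fell from an expression value (log2) of 11.14 ± 0.05 (SD, n = 3) in undifferentiated cells to 9.91 ± 0.12 at day 10. This is a log2(fold change) of -1.23 (SE 0.11, adjusted p = 2.7e-05 from limma), and the value at day 5 was 10.86 ± 0.15. Nes encodes nestin, an intermediate filament protein of neural progenitors, and its value was 10.74 ± 0.11 in undifferentiated cells, 10.04 ± 0.04 at day 5 and 10.21 ± 0.06 at day 10. The log2(fold change) of Nes was -0.70 at day 5 (adjusted p = 0.00064 from limma) and -0.53 at day 10 (adjusted p = 0.0018), past the adjusted p but not the fold change threshold. Sox1 and Sox3 encode transcription factors of neural progenitors and did not pass the test. Sox1 had 2.75 ± 0.14 in undifferentiated cells and 2.67 ± 0.20 at day 10, with a log2(fold change) of -0.08 (adjusted p = 0.73 from limma). For Sox3 the values were 4.54 ± 0.26 and 4.40 ± 0.07, with a log2(fold change) of -0.15 (adjusted p = 0.61 from limma). Sox1 lay below the array medians and Sox3 near them in undifferentiated cells already, close to background, so a fall of either would be hard to resolve. Hmga2, a chromatin protein of proliferating progenitors, fell from 9.41 ± 0.06 to 5.89 ± 0.61, and Cd24a, a surface glycoprotein of progenitors and young neurons, rose from 7.48 ± 0.43 to 9.29 ± 0.20. Of 17 measured neural stem cell markers, 2 were lower (Mki67 and Hmga2) and 1 was higher (Cd24a) at day 10, the same counts when adjusted over the list alone. The list did not shift as a whole, with a median log2(fold change) of -0.08 (adjusted p = 0.847 from camera).

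**Figure D1:**
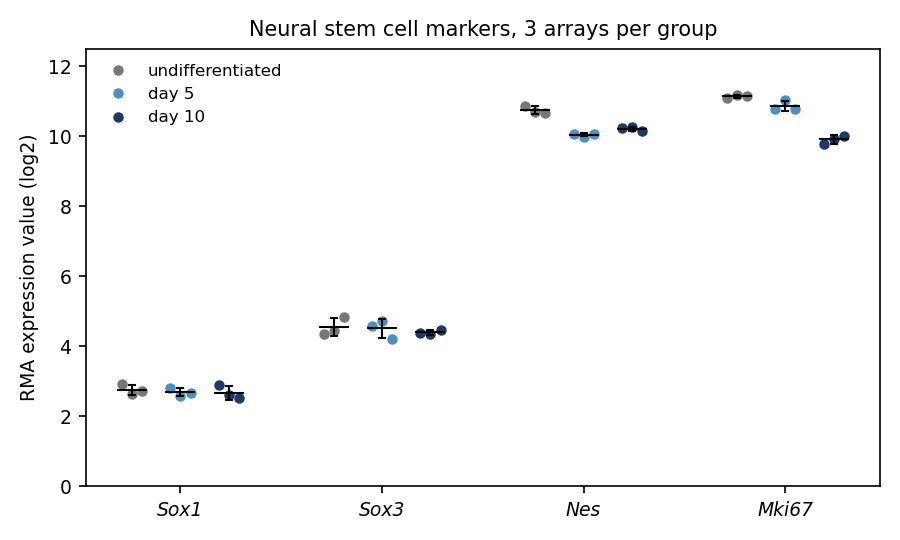
Expression value (log2) of Sox1, Sox3, Nes and Mki67 on each array of undifferentiated, day 5 and day 10 cells (n = 3 per group). Points are arrays, bars are means and error bars are SDs; Mki67 has a mean of 11.14 in undifferentiated cells and 9.91 at day 10, and the means of Sox1 lie between 2.67 and 2.75.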

Results from the microarray also showed that markers for neural stem cells were downregulated during differentiation (e.g. SOX1/3, NES and MKI67), however the results were not validated with RT-qPCR (Gene Expression Omnibus GSE97337). One approach for analysis of microarray data is by using PCA. The PCA analysis will test if the data are robust, i.e. if the data clusters or not. PCA is mathematically defined as an orthogonal linear transformation that transforms the multivariable data to a new coordinate system. In the new coordinate system, the largest variance by the projection of the data is presented in the first coordinate, called the first principal component (PC). The second largest variance is subsequently projected onto the second coordinate and so on. This reduces the dimensionality of the data while retaining most of the variation in the data set. Hence, samples can be plotted to visually assess similarities and differences between samples and determine whether or not samples can be grouped. The PCA plot of all the independent experiments (Fig 1) illustrates that the data clustered according to the different contrasts *i*.*e*. 10 days vs 5 days of differentiation, 10 days vs undifferentiated, 5 days vs undifferentiated, showing robustness of the cell model as well as technical reproducibility. The first two principal components explained 72.5% of the information (variation) of the dataset. The variance for PC1 was 55.7% and 16.8% for PC2.

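The 27 differences between single arrays, 9 per contrast, separated by contrast on both components. On PC1 the differences between day 10 and undifferentiated cells had loadings of 0.906 to 0.928. Those between day 5 and undifferentiated cells had loadings of 0.775 to 0.798, and those between day 10 and day 5 of 0.382 to 0.524. On PC2, whose sign is arbitrary, day 5 against undifferentiated cells lay at -0.448 to -0.328 and day 10 against day 5 at 0.516 to 0.647. Day 10 against undifferentiated cells lay between them on PC2, at -0.00324 to 0.0878. That place follows from arithmetic, as each such difference is the sum of a difference from each of the other contrasts. PC1 held 55.7% of the variance, PC2 16.9% and PC3 6.69%. The differences within a contrast share arrays and are therefore not independent of each other. In a PCA of the 9 arrays themselves, PC1 held 58.4% and placed undifferentiated cells at -65.2 to -57.0, day 5 cells at 14.0 to 16.6 and day 10 cells at 38.5 to 49.5. PC2 of the arrays held 10.5%, with day 5 cells at 20.9 to 30.0, undifferentiated cells at -12.1 to -1.06 and day 10 cells at -30.6 to -7.66.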

**Fig 1:**
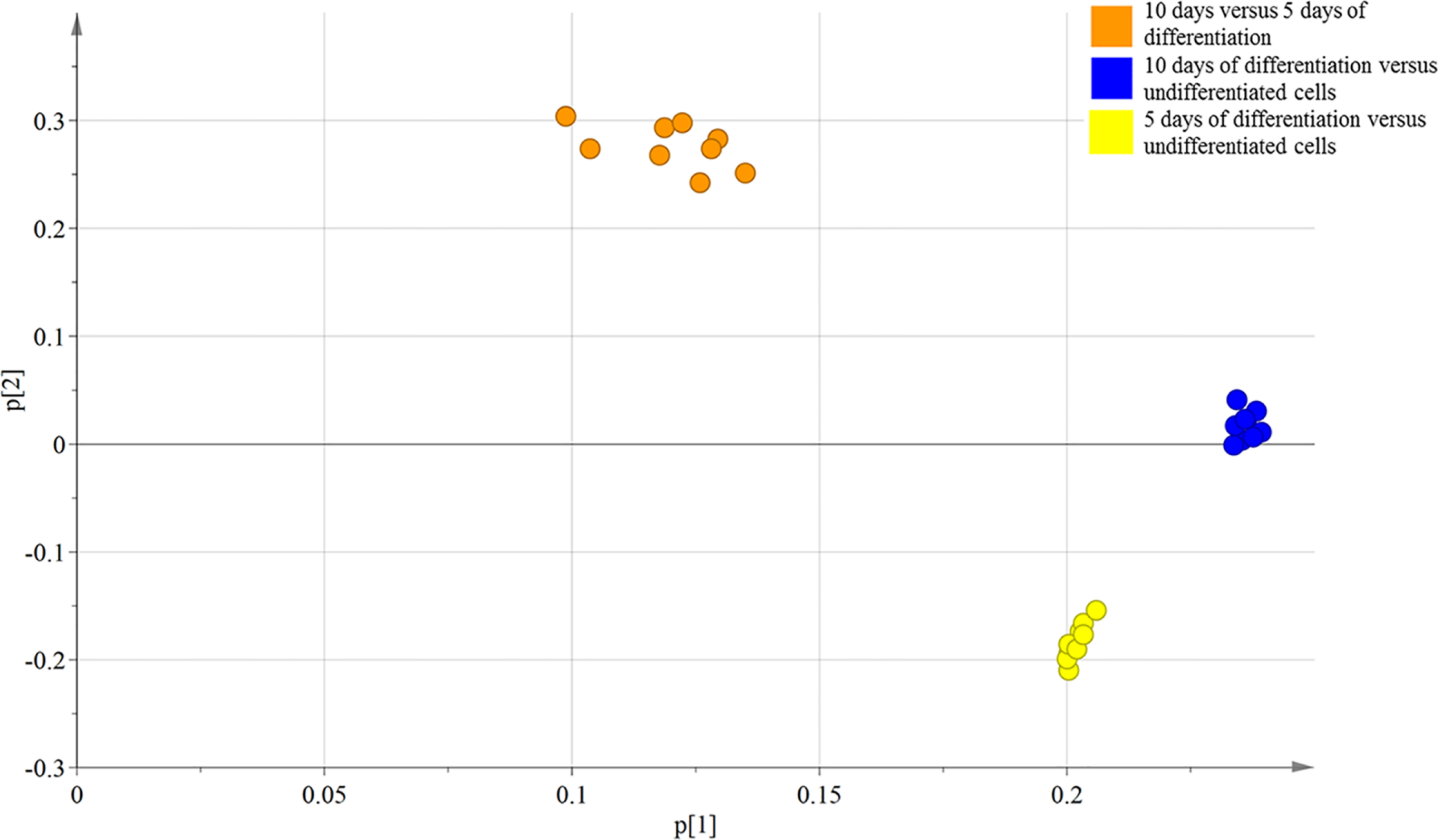
PCA plot of independent experimental seed-outs. The data clusters according to the different contrasts, i.e. 10 days vs 5 days of differentiation, 10 days vs undifferentiated, 5 days vs undifferentiated, showing robustness of the cell model as well as technical reproducibility. The first two principal components explained 72.5% of the information (variation) of the dataset (for PC1: 55.7%, for PC2: 16.8%).

Volcano plots were used to visualize genome-wide gene expression. The differentiated cells (5 or 10 days of differentiation) were compared to undifferentiated cells (Fig 2a and 2b, respectively) or compared to each other (5 days vs 10 days of differentiation) (Fig 2c). Gene-wise fold change values (log2 scale) are plotted on the x-axis against FDR-adjusted significance values (negative log10 scale) on the y-axis. Genes that had an absolute log2(fold change) expression >1 together with a FDR-adjusted p-value ≤0.05 were defined as differentially expressed and selected for further analysis. The Venn diagram (Fig 2d) shows the number of DEGs that overlap between the different contrasts, *i*.*e*. undifferentiated cells, 5 days and 10 days of differentiation. The comparison between cells differentiated for 10 days and undifferentiated cells generated the largest number of DEGs, 2166 genes (1216 upregulated and 950 downregulated). 

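Steap4, a metalloreductase of iron and copper uptake, rose from 4.11 ± 0.36 (SD, n = 3) in undifferentiated cells to 11.99 ± 0.15 at day 10, a log2(fold change) of 7.88 (SE 0.18, adjusted p = 2.6e-08 from limma). Islr, which encodes a secreted protein with an immunoglobulin domain and marks mesenchymal stromal cells, rose from 5.48 ± 0.40 to 11.71 ± 0.05, and Dpt, the matrix protein dermatopontin, from 5.91 ± 0.22 to 11.68 ± 0.10. Aspn, a small proteoglycan that binds collagen, rose from 3.20 ± 0.23 to 9.46 ± 0.19, and Cacna1g, the pore of a T-type calcium channel, from 3.67 ± 0.12 to 9.31 ± 0.18. Ptprn, a protein of dense-core vesicles, fell from 9.76 ± 0.07 to 4.30 ± 0.42, a log2(fold change) of -5.46 (SE 0.25, adjusted p = 6.5e-07 from limma). Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, fell from 10.11 ± 0.31 to 6.19 ± 0.32, and Ankrd1, an ankyrin repeat protein induced by stretch and serum, from 10.30 ± 0.15 to 6.40 ± 0.31. In all, 2453 probe sets were differentially expressed at day 10 against undifferentiated cells, 1366 higher and 1087 lower. They stand for 2002 genes, 1130 higher and 873 lower, with 1 gene counted in both directions through different probe sets. The counts were 1453 probe sets and 1254 genes with an offset of 32 added to the unlogged values, and 781 probe sets and 663 genes with the fold change threshold inside the test (limma's treat).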

The contrast between cells differentiated for 5 days and undifferentiated cells consisted of approximately half the number of DEGs, 1065 genes (665 upregulated and 400 downregulated). 

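Gpr17, a receptor of oligodendrocyte precursors, rose from 5.27 ± 0.44 (SD, n = 3) in undifferentiated cells to 10.34 ± 0.20 at day 5, a log2(fold change) of 5.07 (SE 0.21, adjusted p = 6.0e-07 from limma). Pdgfra, the growth factor receptor of the same precursors and of mesenchymal cells, rose from 5.63 ± 0.27 to 8.09 ± 0.10. Aldoc, the aldolase of astrocytes, rose from 5.97 ± 0.38 to 10.85 ± 0.27, and Sox9, a transcription factor of glial fate, from 6.99 ± 0.11 to 9.88 ± 0.27. Etv4, a transcription factor downstream of FGF signalling, fell from 7.12 ± 0.11 to 4.20 ± 0.17. Of 19 astrocyte markers, 6 were higher and 1 was lower at day 5, as when adjusted over the list alone, and the list shifted up (median log2(fold change) 0.16, adjusted p = 0.0023 from camera, adjusted p = 0.142 with an estimated correlation). The astrocyte median was 0.80 over the markers that the filter on dim probe sets kept, 0.08 with the background offset and 0.10 without undifferentiated replicate B or C. The 6 include S100b, Sparcl1 and S1pr1, which the study selected on these samples. The lower marker was the bicarbonate cotransporter gene Slc4a4, whose log2(fold change) of -1.04 became -0.87 without day 5 replicate C, -0.79 without undifferentiated replicate E, -0.69 with the background offset and -0.99 after median centring. Among 15 oligodendrocyte lineage markers, Gpr17, Pdgfra and the selected biomarker Olig2 were higher and 0 were lower, also when adjusted over the list alone (limma), with a median log2(fold change) of 0.07 (adjusted p = 0.0369 from camera, adjusted p = 0.134 with an estimated correlation). That p was 0.0556 without day 5 replicate C, 0.0519 without day 5 replicate E, 0.0587 with the background offset, 0.0536 from the 6 arrays of the contrast and 0.0617 with the replicate letter as a block. The median was 0.63 with the filter on dim probe sets, 0.02 with the background offset, 0.11 after quantile normalization was applied again, 0.12 after median centring and 0.03 without day 5 replicate B. None of 13 Schwann cell and neural crest markers passed both thresholds in limma at day 5, although 4 were higher at an adjusted p under 0.05, and the list shifted up by a median of 0.28 (adjusted p = 0.00653 from camera, adjusted p = 0.132 with an estimated correlation). In all, 1191 probe sets were differentially expressed at day 5, 706 higher and 485 lower, which stand for 995 genes, 624 higher and 371 lower. With the offset the counts were 639 probe sets and 556 genes, and with treat 310 probe sets and 253 genes.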

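Saa3, an acute phase serum amyloid protein, rose from 2.94 ± 0.08 (SD, n = 3) at day 5 to 6.72 ± 0.77 at day 10, a log2(fold change) of 3.79 (SE 0.31, adjusted p = 0.00065 from limma). The value of Saa3 at day 5 lies below the array medians, near background, and its log2(fold change) was 1.82 with the background offset. Serpina3n, a secreted protease inhibitor of reactive astrocytes, rose from 6.28 ± 0.34 to 9.14 ± 0.10, and the complement gene C4b from 5.83 ± 0.08 to 8.30 ± 0.13. Syt17, a synaptotagmin of membrane traffic, rose from 5.09 ± 0.23 to 7.70 ± 0.28, while Chrnd, the delta subunit of the muscle acetylcholine receptor, fell from 6.79 ± 0.33 to 4.73 ± 0.32. Pla2g7, which hydrolyses platelet-activating factor, fell from 8.42 ± 0.06 to 6.40 ± 0.35, a log2(fold change) of -2.02 (SE 0.16, adjusted p = 0.00061 from limma). Of 45 acute phase genes, 5 were higher and 0 lower (6 higher when adjusted over the list alone) at day 10 against day 5 in limma. The acute phase list shifted up by a median of 0.17 (adjusted p = 4.1e-06 from camera, adjusted p = 0.0941 with an estimated correlation), which was 0.44 with the filter on dim probe sets, 0.06 with the background offset and 0.27 without day 10 replicate C. Mitotic genes shifted down by a median of -0.93, with 11 of 33 lower and 0 higher in limma, also when adjusted over the list alone (adjusted p = 1.3e-32 from camera, adjusted p = 0.126 with an estimated correlation). Between day 5 and day 10, 295 probe sets were differentially expressed, 205 higher and 90 lower, and they stand for 250 genes, 169 higher and 81 lower. Lower probe sets numbered 52 without day 10 replicate B and 179 without day 10 replicate E, and lower genes 47 and 160. All 295 became 138 with the background offset and 14 with treat, and the 250 genes became 116 and 12.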

The contrast between cells differentiated for 10 days and cells differentiated for 5 days only resulted in 283 DEGs (192 upregulated and 91 downregulated), indicating that most changes occur during the first 5 days of differentiation. 94 genes overlapped between the 3 contrasts.

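Of 83 genes that were differentially expressed in the 3 contrasts of these values, 57 were higher and 23 lower in each contrast. Steap4 was among the higher, with 9.08 ± 0.23 (SD, n = 3) at day 5, and Dpt with 9.18 ± 0.08. Pdgfb, a growth factor for mesenchymal cells, was among the lower, with 8.29 ± 0.15 in undifferentiated cells, 6.78 ± 0.27 at day 5 and 5.18 ± 0.35 at day 10. The other 3 were lower at both days against undifferentiated cells and higher at day 10 than at day 5. They were Nefl, the light neurofilament chain (log2(fold change) from day 5 to day 10 of 1.06, adjusted p = 0.043 from limma), Ehd3, a protein of endosome recycling (1.17, adjusted p = 0.03), and Ildr2, chosen after its values were seen (1.10, adjusted p = 0.00783). The call of Nefl in that contrast ended without any 1 of 8 arrays, all but day 5 replicate E, with an adjusted p of up to 0.124 (without day 10 replicate C) and a log2(fold change) down to 0.74 (without day 5 replicate B). That of Ehd3 ended without any 1 of 6 arrays, all but undifferentiated replicates C and E and day 5 replicate E, with an adjusted p of up to 0.101 (without day 10 replicate B), and with the replicate letter as a block. Both calls ended with the background offset and with the 6 arrays of the contrast, and that of Nefl after median centring (adjusted p = 0.0548). With the background offset 44 genes overlapped, and with treat 3. Day 5 and day 10 cells were compared with the same undifferentiated arrays, so these contrasts are not independent of each other. Counted by the probe set that stands for each gene, of 618 genes higher at day 5 and 1112 higher at day 10, 570 were higher at both days against 31.0 for independent lists of these sizes, and of 366 and 863 lower genes 315 were lower at both against 14.2. The log2(fold change) values of the pair of contrasts had an r of 0.892 across 22180 genes, which are not independent replicates, against 0.501 in 50 simulations with the shared arrays alone. From the smaller number of differentially expressed genes between day 10 and day 5, the paper reasons that the larger part of the changes falls within the first 5 days.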

**Fig 2:**
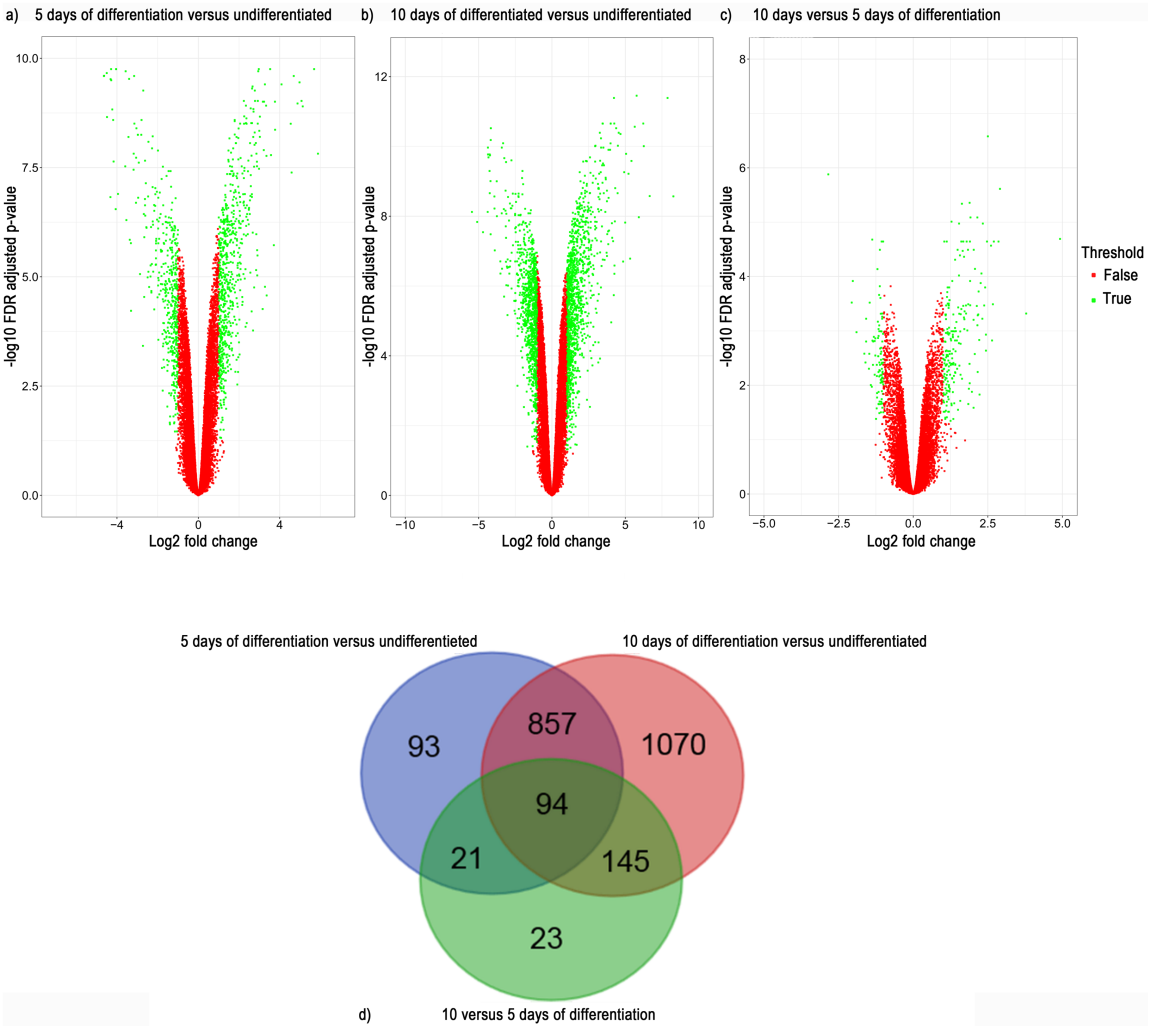
Volcano plot showing genes in and outside of cutoff values for differentially expressed genes (i.e. adjusted p-value ≤ 0.05 and absolute log2(fold change) >1). Red dots represent genes outside of the cutoff values and green dots represents differentially expressed genes at a) 5 days of differentiation vs undifferentiated cells b) 10 days of differentiation vs undifferentiated cells c) 10 days vs 5 days of differentiation d) Venn diagram showing overlap of differentially expressed genes between the different time points.

### Pathway analysis gives insight into the biological changes during neural differentiation

Ingenuity Pathway Analysis (IPA) software was used to perform pathway analysis for the 3 contrasts (5 days of differentiation vs undifferentiated, 10 days of differentiation vs undifferentiated and 10 days of differentiation vs 5 days of differentiation). The top 20 pathways according to the level of significance and level of activation from each contrast are included in Fig 3. 

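Dcn, which encodes the collagen-binding proteoglycan decorin, rose from 3.98 ± 0.51 (SD, n = 3) in undifferentiated cells to 10.64 ± 0.31 at day 10, a log2(fold change) of 6.66 (SE 0.31, adjusted p = 7.4e-07 from limma). The related proteoglycan gene Bgn rose from 7.77 ± 0.34 to 11.63 ± 0.23, and Col6a3, a chain of collagen VI, from 4.85 ± 0.07 to 8.20 ± 0.30. Of 59 extracellular matrix genes, 22 were higher and 2 lower, the same counts when adjusted over the list alone, and the list shifted up at day 10 (median log2(fold change) 0.69, adjusted p = 8.0e-11 from camera, adjusted p = 0.0665 with an estimated correlation). The lower genes were the collagen genes Col11a1 and Col7a1, whose log2(fold change) values of -1.77 and -1.09 became -0.87 and -0.62 with the background offset, and that of Col7a1 became -0.99 without undifferentiated replicate E. At day 5, 15 matrix genes were higher and 1 was lower, also when adjusted over the list alone (adjusted p = 3.1e-09 from camera, adjusted p = 0.087 with an estimated correlation). From day 5 to day 10, 6 matrix genes were higher and 0 lower in limma (7 higher when adjusted over the list alone), with an adjusted p = 1.3e-07 from camera and an adjusted p = 0.0952 with an estimated correlation. In the list of fibrosis signalling, Igfbp5 and Igfbp4, which bind insulin-like growth factors, rose by 5.05 and 3.34 on the log2 scale at day 10, and the adhesion molecule gene Vcam1 by 2.60. Igfbp3, of the same family, fell from 9.32 ± 0.11 to 6.04 ± 0.26, and Acta2, the smooth muscle actin of myofibroblasts, from 9.92 ± 0.44 to 6.89 ± 0.59. Of 55 fibrosis genes, 10 were higher and 5 lower, as when adjusted over the list alone, with a median log2(fold change) of 0.18 (adjusted p = 0.0369 from camera, adjusted p = 0.204 with an estimated correlation). The p of the fibrosis list was 0.0735 without undifferentiated replicate B and 0.0616 without day 10 replicate C, and its median was 0.29 with the filter on dim probe sets, 0.09 with the background offset and 0.11 without day 10 replicate B. At day 5 the fibrosis list did not shift, with 7 genes higher and 5 lower, as when adjusted over the list alone, and a median of 0.07 (adjusted p = 0.196 from camera). At day 10 against day 5, 4 were higher and 1 was lower (2 lower when adjusted over the list alone), with a median of 0.11 (adjusted p = 0.0354 from camera, adjusted p = 0.201 with an estimated correlation), which was 0.05 with the background offset. The p of that contrast was 0.132 without day 5 replicate C, 0.0616 without day 10 replicate C and 0.0542 without day 10 replicate E. Among markers of cartilage and bone, 4 of 12 were higher and 0 lower at day 10 in limma, also when adjusted over the list alone, with a median of 0.20 (adjusted p = 0.0354 from camera, adjusted p = 0.134 with an estimated correlation). Among them Mgp, an inhibitor of calcification, rose from 6.08 ± 0.20 to 10.33 ± 0.10, and the list's p was 0.0564 without day 10 replicate C, 0.0526 without day 10 replicate E and 0.0558 with the background offset. The median of these markers was 2.38 over those that the filter on dim probe sets kept, 0.04 with the background offset and 0.32 without day 10 replicate E.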

The top enriched pathway was (Hepatic) fibrosis, which was defined by genes related to the extracellular matrix and not by liver specific genes (as the name misleadingly suggests), suggesting matrix remodeling during neural differentiation [42]. Axonal guidance signaling pathway was highly significant, as indicated by enrichment in all 3 contrasts (Fig 3a and 3b). 

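Rtn4r, the receptor for the myelin inhibitor Nogo, rose from 4.19 ± 0.03 (SD, n = 3) in undifferentiated cells to 6.56 ± 0.18 at day 5 and 8.19 ± 0.04 at day 10. Its log2(fold change) was 4.00 at day 10 against undifferentiated cells (SE 0.10, adjusted p = 3.5e-08 from limma) and 1.63 against day 5 (SE 0.10, adjusted p = 0.00019). Sema3d, a secreted semaphorin that repels growth cones, rose from 3.27 ± 0.38 to 6.51 ± 0.18 at day 10, and the membrane semaphorin gene Sema5b from 4.53 ± 0.29 to 7.81 ± 0.22. With the background offset the log2(fold change) of Sema3d, which was near background in undifferentiated cells, went from 3.24 to 1.56. Sema7a, a semaphorin that promotes axon growth, fell from 7.17 ± 0.29 to 5.20 ± 0.23, and Sema6b, which repels sympathetic axons, from 8.02 ± 0.17 to 6.45 ± 0.08. Of 83 axonal guidance genes, 27 were higher and 4 lower at day 10 against undifferentiated cells, with a median log2(fold change) of 0.43 (adjusted p = 1.2e-07 from camera, adjusted p = 0.0952 with an estimated correlation). At day 5, 18 were higher and 5 lower, with a median of 0.36 (adjusted p = 2.0e-07 from camera, adjusted p = 0.0952 with an estimated correlation). From day 5 to day 10, 8 were higher and 0 lower in limma, with a median of 0.13 (adjusted p = 9.1e-05 from camera, adjusted p = 0.132 with an estimated correlation). With the filter on dim probe sets these medians were 0.84 at day 10, 0.63 at day 5 and 0.21 from day 5 to day 10, and the last was 0.09 with the background offset or without day 5 replicate B. The counts were the same when adjusted over the list alone, and the study selected 8 of the list's genes as biomarkers on these samples.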

Heatmaps of the genes defining the axonal guidance signaling pathway are included (S2 Fig). Six of the genes curated in the axonal guidance signaling pathway were identified as important biomarkers for neural differentiation of the C17.2 cell line (BMP4, PLXNB3, PLXNA3, SLIT2, ROBO1 and NTN1) and hence, were included among the 30 biomarkers selected for validation. 

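Bmp4, a secreted morphogen of the TGF-beta family, rose from 7.59 ± 0.34 (SD, n = 3) in undifferentiated cells to 10.35 ± 0.07 at day 5 and 10.77 ± 0.15 at day 10, a log2(fold change) of 3.18 at day 10 (SE 0.16, adjusted p = 1.2e-06 from limma). Slit2, a secreted repellent of growth cones, rose from 6.31 ± 0.27 to 8.57 ± 0.16 and 8.71 ± 0.15. Its receptor gene Robo1 rose from 8.35 ± 0.15 to 10.72 ± 0.14 at day 5 and had 10.72 ± 0.09 at day 10. Ntn1, which encodes the guidance cue netrin 1, rose from 6.95 ± 0.14 to 8.61 ± 0.05 and 8.83 ± 0.06, and the semaphorin receptor gene Plxna3 from 6.80 ± 0.17 to 8.23 ± 0.05 and 8.33 ± 0.17. Plxnb3, another semaphorin receptor gene, rose from 6.93 ± 0.27 to 8.29 ± 0.37 at day 5 and 9.42 ± 0.20 at day 10, and was the only gene of the 6 that also passed both thresholds from day 5 to day 10 (log2(fold change) 1.13, adjusted p = 0.016 from limma). That call of Plxnb3 ended without day 10 replicate B (adjusted p = 0.0629), without day 10 replicate C (adjusted p = 0.0649) and without day 5 replicate B (log2(fold change) 0.93). Between day 5 and day 10 the log2(fold change) of the other 5 genes was 0.01 for Robo1, 0.10 for Plxna3, 0.13 for Slit2, 0.22 for Ntn1 and 0.42 for Bmp4.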

As indicated in Fig 3, the NRF2-oxidative stress response pathway together with the cyclin and cell cycle regulation pathway were predicted to be inhibited whereas G2/M DNA damage checkpoint regulation, acute phase response signaling and NF-kB pathways were predicted to be activated during neural differentiation.

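Among cell cycle genes, Cdc25c, the phosphatase that triggers mitosis, fell from 8.12 ± 0.05 (SD, n = 3) in undifferentiated cells to 6.07 ± 0.36 at day 10, a log2(fold change) of -2.06 (SE 0.16, adjusted p = 1.3e-05 from limma). Mcm10, a replication initiation factor, fell from 8.61 ± 0.06 to 6.32 ± 0.47, and E2f7, a transcription factor of the cell cycle, from 9.14 ± 0.10 to 6.82 ± 0.36. Of 33 mitotic genes, 31 were lower and 0 higher at day 10 against undifferentiated cells in limma, with a median log2(fold change) of -1.56 (adjusted p = 3.8e-21 from camera, adjusted p = 0.148 with an estimated correlation). Of 43 DNA replication genes, 29 were lower and 0 higher in limma, with a median of -1.20 (adjusted p = 1.4e-22 from camera, adjusted p = 0.132 with an estimated correlation). Cyclins and G1 regulators had 7 of 19 genes lower and 0 higher in limma and a median of -0.68 (adjusted p = 2.4e-06 from camera, adjusted p = 0.132 with an estimated correlation). The 8 inhibitors of cyclin-dependent kinases had 0 genes past both thresholds in limma and no shift (adjusted p = 0.894 from camera). G2/M checkpoint genes shifted down as well, 12 of 35 lower and 0 higher in limma, with a median of -0.42 (adjusted p = 1.9e-05 from camera, adjusted p = 0.137 with an estimated correlation). This list shares Plk1, Aurka, Cdc25c, Top2a and other genes with the mitotic list. The paper's predictions of activation and inhibition are scores of its pathway software, which the median of a list does not measure. Lower RNA of the checkpoint list is therefore no test of the predicted activation. Plk1, the kinase that ends the checkpoint, fell from 11.12 ± 0.07 to 9.26 ± 0.33. Among NRF2 targets, the glutathione transferase gene Gstt1 rose from 5.83 ± 0.33 to 9.03 ± 0.13, while Gclc, the enzyme that limits glutathione synthesis, fell from 9.56 ± 0.09 to 8.22 ± 0.13. Of 48 NRF2 targets, 5 were higher and 8 lower, with a median of -0.20 (adjusted p = 0.0209 from camera, adjusted p = 0.444 with an estimated correlation). Their median was -0.16 at day 5 against undifferentiated cells (adjusted p = 0.00535 from camera, adjusted p = 0.353 with an estimated correlation), -0.26 without undifferentiated replicate B and -0.10 with the background offset, and the list did not shift at day 10 against day 5 (adjusted p = 0.956 from camera). Of 45 acute phase genes, 11 were higher and 1 was lower, the antiangiogenic serpin gene Serpinf1, with a median of 0.16 (adjusted p = 0.00576 from camera, adjusted p = 0.148 with an estimated correlation), which was 0.82 with the filter on dim probe sets and 0.03 with the background offset. At day 5 the acute phase list did not shift, with 4 genes higher and 1 lower, a median of -0.04, a mean of 0.10 and an upward direction of the test (adjusted p = 0.383 from camera). In the NF-kB list, the chemokine gene Cxcl1 rose from 5.14 ± 0.23 to 7.64 ± 0.23, and 15 of 62 genes were higher and 0 lower in limma, among them the selected biomarker Bmp4, with a median of 0.31 (adjusted p = 1.8e-05 from camera, adjusted p = 0.132 with an estimated correlation). Adjusted over the list alone, the counts of these lists against undifferentiated cells were the same. The NF-kB list shares Vcam1, Pdgfrb and other genes with the fibrosis list, and Il1r1, Tnfrsf1a and other genes with the acute phase list. The shifts of these lists are therefore not separate from each other.

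**Figure D2:**
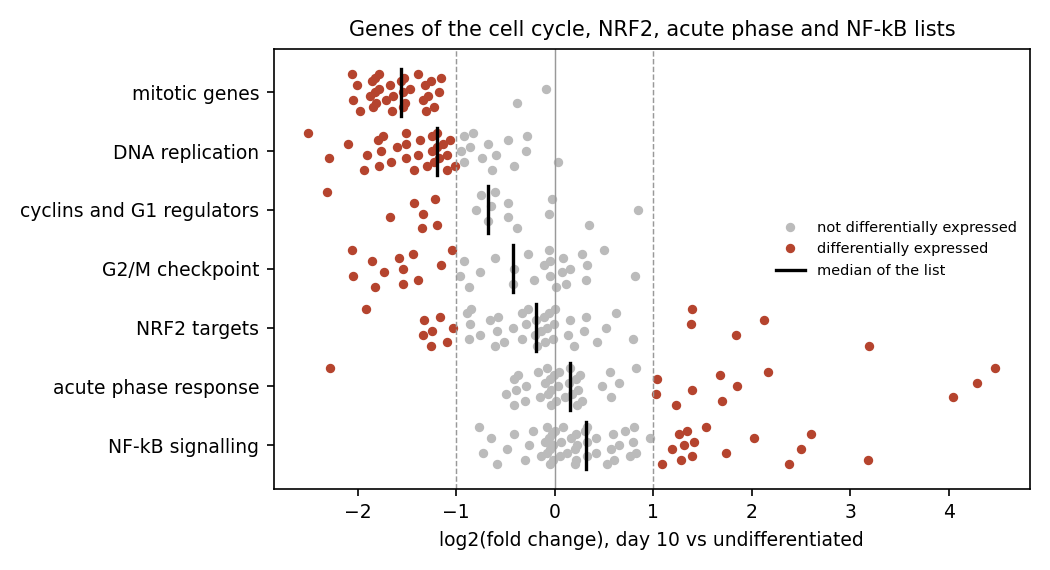
The log2(fold change) of each gene (1 point) at day 10 against undifferentiated cells in 7 gene lists, with differentially expressed genes in red, others in grey, list medians as black bars and the thresholds at -1 and 1 dashed. The medians lie at -1.56 for mitotic genes, -1.20 for DNA replication, -0.68 for cyclins and G1 regulators, -0.42 for the G2/M checkpoint, -0.20 for NRF2 targets, 0.16 for the acute phase response and 0.31 for NF-kB signalling.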

**Fig 3:**
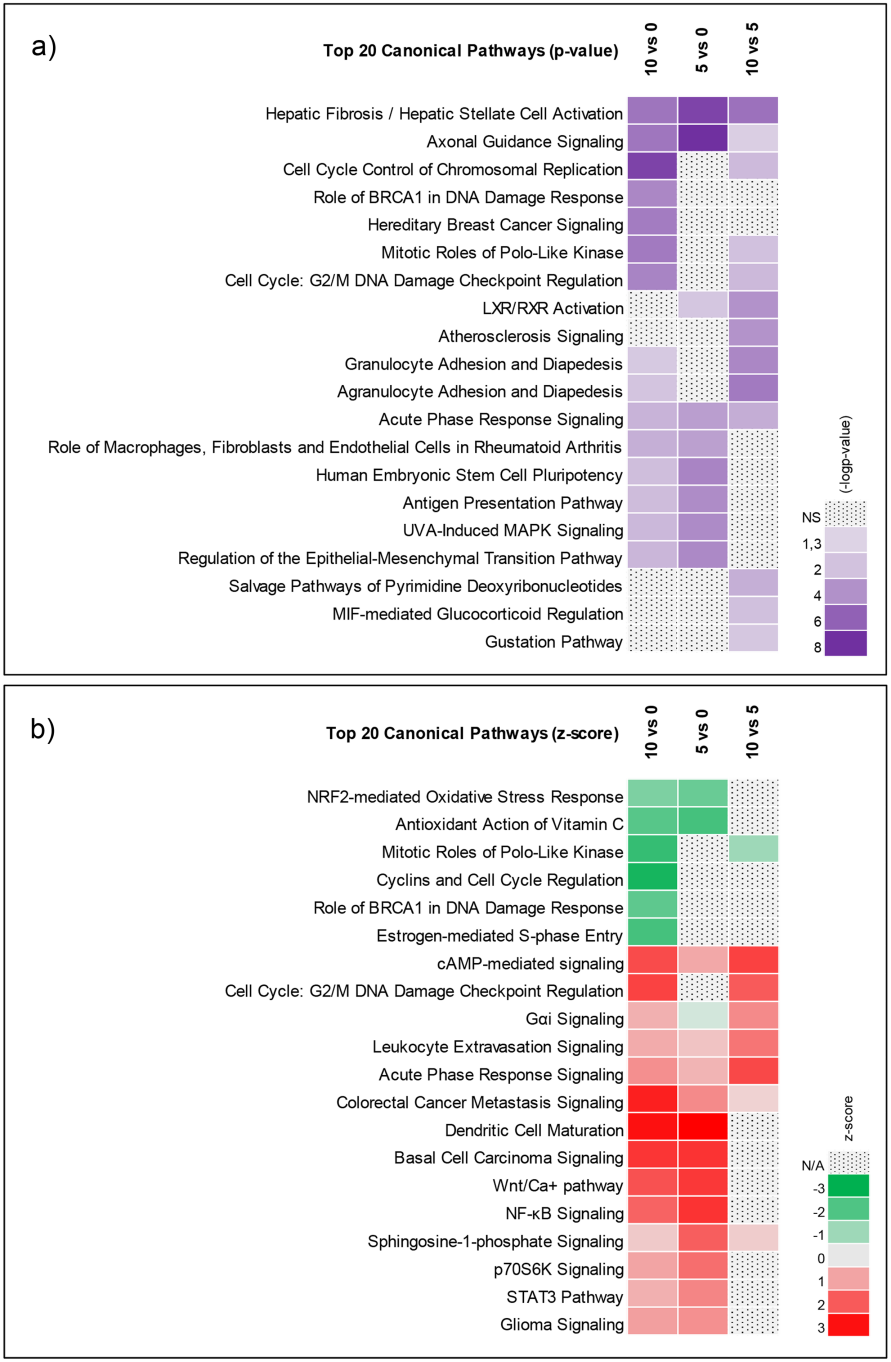
Canonical pathway analysis of differentially expressed genes using IPA. a) Top 20 Canonical pathways as per p-value b) Top 20 as per z-score (a measure of the predicted direction of the pathway activity).

### Identification and selection of potential biomarker genes for neural differentiation

To select relevant biomarkers for neural differentiation of the C17.2 cell line, gene set enrichment analysis (GSEA) was performed on the genes selected as differentially expressed (http://software.broadinstitute.org/gsea/index.jsp). Neural specific enrichments lists (S1 Table) were carefully chosen, from which the 30 genes with the highest log2(fold change) values were selected to be further validated by using RT-qPCR analysis. Fig 4a illustrates the fold change values of the selected biomarkers, at different differentiation time points. 

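Plxdc2, a membrane protein that acts as a mitogen in the neural tube, rose from 3.42 ± 0.44 (SD, n = 3) in undifferentiated cells to 7.13 ± 0.48 at day 5 and 9.34 ± 0.38 at day 10, a log2(fold change) of 5.92 at day 10 (SE 0.29, adjusted p = 9.9e-07 from limma). Chrdl1, a secreted antagonist of BMP4, had a log2(fold change) of 4.09 at day 10 (SE 0.24, adjusted p = 2.9e-06 from limma). Of the 30 genes, which the study selected on these samples and which are therefore not independent evidence, 22 were higher and 0 lower at day 5, and 29 higher and 0 lower at day 10 in limma. The remaining gene at day 10 was Cyfip2, a regulator of actin and of translation at synapses, with a log2(fold change) of 1.15 at day 5 (SE 0.13, adjusted p = 0.00034 from limma) and 0.83 at day 10 (adjusted p = 0.0011). Between day 5 and day 10, 8 of the genes were higher and 0 lower in limma. That count was 4 without day 5 replicate B or without day 10 replicate B, and 5 without day 5 replicate C or without day 10 replicate C. Adjusted over the list alone, the 3 counts were the same. Over the alternatives that keep all arrays, the count ranged from 20 to 22 at day 5 and from 23 to 29 at day 10, each against undifferentiated cells. The day 10 calls of Camk2a, Gabrr2, Ndfip1, Pard3b, Prdm8 and Slc6a7 ended in some settings. The median log2(fold change) of the 30 genes was 1.41 at day 5 (adjusted p = 1.7e-23 from camera) and 2.04 at day 10 (adjusted p = 5.0e-23), each with an adjusted p = 0.0147 with an estimated correlation. From day 5 to day 10 it was 0.46 (adjusted p = 9.4e-13 from camera, adjusted p = 0.0537 with an estimated correlation).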

The 30 selected biomarkers are involved in different neural processes, including neural development, axonal guidance, synaptic transmission as well as astrocyte and oligodendrocyte differentiation (S2 Table). In addition, we used this gene list and performed disease and function analyses with IPA in order to identify additional functions that these genes are correlated with. 

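Among the genes of astrocyte differentiation, S100b, a calcium-binding protein of astrocytes, rose from 6.50 ± 0.62 (SD, n = 3) in undifferentiated cells to 9.96 ± 0.15 at day 10, a log2(fold change) of 3.46 (SE 0.29, adjusted p = 2.0e-05 from limma). Sparcl1, a synaptogenic protein that astrocytes secrete, rose from 5.58 ± 0.46 to 7.35 ± 0.25, S1pr1, a sphingosine phosphate receptor, from 4.78 ± 0.17 to 7.26 ± 0.08, and the secretory pathway gene Fam20a from 4.93 ± 0.63 to 7.58 ± 0.57. Olig2, the transcription factor of the oligodendrocyte lineage, rose from 6.33 ± 0.30 to 7.61 ± 0.62 at day 5 and 7.98 ± 0.21 at day 10 (log2(fold change) at day 10 of 1.65, SE 0.28, adjusted p = 0.0015 from limma). For axonogenesis, Mapt, which encodes the microtubule protein tau, rose from 5.36 ± 0.18 to 7.64 ± 0.21. Among genes of synaptic transmission, Snapin, a partner of the SNARE complex, rose from 7.82 ± 0.14 to 9.09 ± 0.06 at day 10, and its log2(fold change) of 0.90 at day 5 did not reach the fold change threshold. Camk2a, a kinase of synaptic plasticity, had a log2(fold change) of 1.30 at day 10 (SE 0.15, adjusted p = 0.00014 from limma), which became 0.77 with the background offset. Smarca2, a chromatin remodeller active in neurogenesis, rose from 8.74 ± 0.10 to 10.88 ± 0.05. Of the 19 astrocyte markers, which hold 3 of these biomarkers, 6 were higher and 1 was lower at day 10 too, also when adjusted over the list alone, with a median log2(fold change) of 0.21 (adjusted p = 0.0214 from camera, adjusted p = 0.215 with an estimated correlation). That median was 1.37 over the markers that the filter on dim probe sets kept, 0.05 with the background offset, 0.10 with averaged probe sets and 0.08 without day 10 replicate B. Between day 5 and day 10 the astrocyte list did not shift, with 2 higher and 0 lower in limma (1 lower when adjusted over the list alone) and a median of 0.06 (adjusted p = 0.875 from camera). The 15 oligodendrocyte lineage markers had 4 higher and 0 lower at day 10 against undifferentiated cells in limma, also when adjusted over the list alone, but the list did not pass (median 0.10, adjusted p = 0.0578 from camera, adjusted p = 0.148 with an estimated correlation). That p was under 0.05 with the filter on dim probe sets (0.029), quantile normalization applied again (0.0417), the 6 arrays of the contrast (0.0497), the trend and robust prior (0.0389), and without undifferentiated replicate C (0.039), day 5 replicate B (0.0416) or day 10 replicate B (0.0384). At day 10 against day 5, 1 of these markers was higher and 0 lower in limma, with a median of 0.23 (adjusted p = 0.229 from camera, and 0.0435 with the filter on dim probe sets).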

We then curated the functions from IPA and the functions from GSEA to generate a comprehensive heat map of the biological processes the selected genes are involved in (Fig 4b).

**Fig 4:**
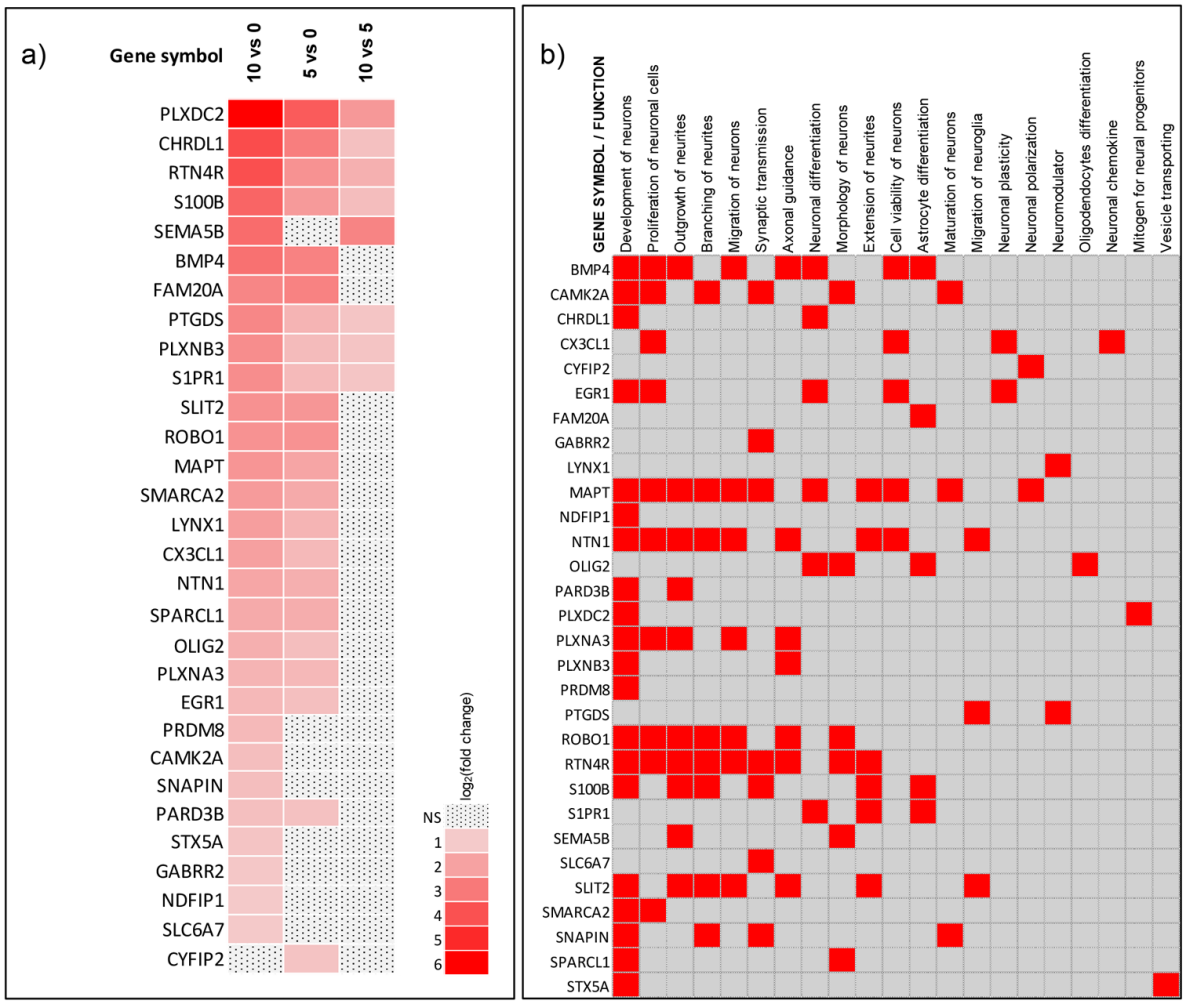
Mapping of the 30 genes selected as important for neural differentiation of the C17.2 cell line. a) Heatmap of the 30 selected genes for the contrasts 10 days of differentiation (Day 10) vs undifferentiated cells (Day 0), 5 days of differentiation (Day 5) vs undifferentiated and 10 days of differentiation vs 5 days of differentiation are illustrated. Genes are ordered according to average log2(fold change) in the contrast Day 10 vs Day 0. b) Map displaying the biological pathways/networks that the selected genes are involved in according to the IPA database as well as after manual review of published literature.

### The selected biomarker genes were successfully validated by RT-qPCR

The use of DNA microarrays has become a popular and helpful tool to perform discovery-based genomic research. However, studies comparing different microarray platforms have sometimes yielded conflicting results [43]. RT-qPCR is often denoted as the "golden standard" for gene expression measurements, generally due to its large dynamic range, its advantages in detection sensitivity, sequence specificity, high precision and reproducibility compared to other techniques. Hence, RT-qPCR has become the preferred method for quantifying gene expression as well as for independent validation of microarray results [44]. Hence, the 30 selected biomarkers were further validated with RT-qPCR (Fig 5). All 30 genes were significantly upregulated during differentiation as compared to undifferentiated cells, which was consistent with the microarray data.

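On the arrays, Lynx1, a modulator of nicotinic receptors, rose from 5.94 in undifferentiated cells to 7.46 at day 5 and 8.01 at day 10 (n = 3 per group), a log2(fold change) of 2.07 at day 10 (SE 0.13, adjusted p = 4.1e-06 from limma). Ptgds, the prostaglandin D synthase of glia, rose by 1.52 at day 5 and 2.64 at day 10 on the log2 scale, and Cx3cl1, the chemokine by which neurons signal to microglia, by 2.02 at day 10. Each of the 30 genes had a positive log2(fold change) against undifferentiated cells, at day 5 and at day 10. An adjusted p under 0.05 in limma, without the fold change threshold, was reached by 27 of them at day 5 and by 30 at day 10. From day 5 to day 10, 28 had a positive log2(fold change), and 12 of the genes were higher at an adjusted p under 0.05. For Slc6a7, a proline transporter, the log2(fold change) of 1.01 at day 10 became 0.37 with the background offset, 0.84 without day 10 replicate E and 0.91 without undifferentiated replicate C. For Gabrr2, a subunit of the GABA receptor, 1.07 became 0.33 with the offset and 0.98 without day 10 replicate C.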

**Fig 5:**
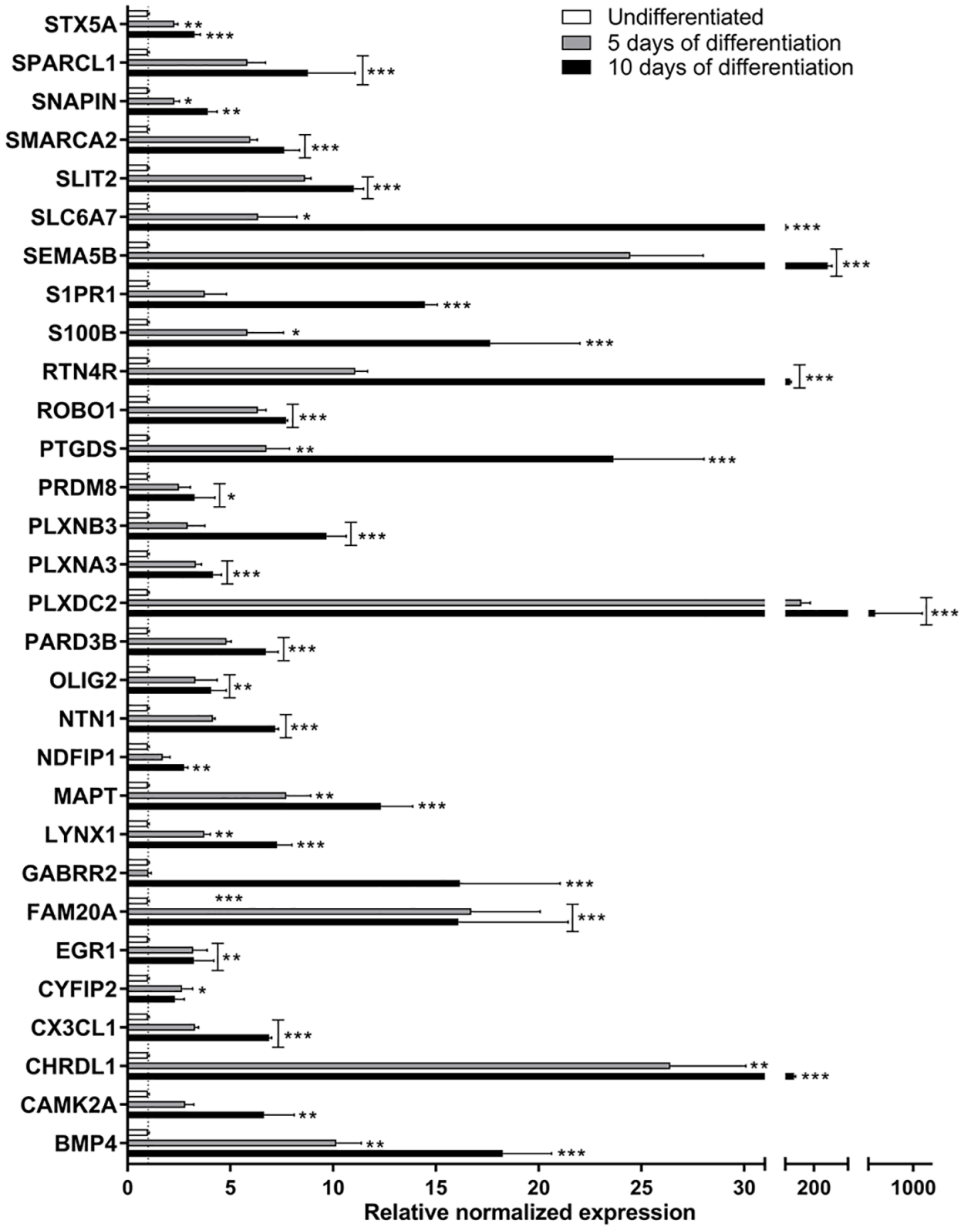
RT-qPCR validation of the 30 selected genes important for differentiation of the C17.2 cell line. The data are presented as the mean of 3 independent experiments. Results were analyzed using two-way ANOVA followed by Dunnett’s multiple comparisons test. The bars represent the mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 compared to undifferentiated cells (unfilled bar).

Alterations in expression levels were normalized against the 3 reference genes; TBP, Hsp90ab and Rplp1, which fulfilled the set criteria (mentioned in the materials and methods section). They were further statistically validated using RT-qPCR with the help of the”target stability” function in the Bio-Rad CFX manager 3.1 software system. This function uses an iterative test of pairwise validation described by [45] (S3 Table).

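Tbp, which encodes the TATA-binding protein of transcription initiation, had an expression value (log2) of 9.15 ± 0.15 (SD, n = 3) in undifferentiated cells, 8.89 ± 0.09 at day 5 and 8.93 ± 0.04 at day 10 on the arrays. Its log2(fold change) was -0.25 at day 5 (adjusted p = 0.14 from limma) and -0.22 at day 10 (adjusted p = 0.18). Rplp1, a protein of the ribosomal stalk, had 12.79 ± 0.14, 12.97 ± 0.04 and 12.87 ± 0.05, with a log2(fold change) of 0.17 at day 5 (adjusted p = 0.31 from limma) and 0.08 at day 10 (adjusted p = 0.65). From day 5 to day 10 the log2(fold change) was 0.03 for Tbp and -0.09 for Rplp1. No probe set carries the symbol Hsp90ab1 alone, so it has no value here. As a list, the measured pair of reference genes had an adjusted p = 0.847 from camera at day 10.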

### The expression of the selected biomarkers was altered by well-established neurotoxic compounds

To further validate the selected biomarkers for neural differentiation of C17.2 cells, we evaluated their expression following treatment with four different xenobiotics. As a common rule, organ type test systems should assess specific adverse events independent of general cytotoxicity [46]. For example, studying the inhibition of neurite outgrowth should not be performed at cytotoxic concentrations [15]. Commonly, concentrations ≤IC10 are considered as non-cytotoxic and used to study specific adverse events [14,47]. The AlamarBlue cell viability assay was used to estimate the IC10 for the C17.2 cells during 10 days of differentiation and exposure (Fig 6). A wide range of concentrations was studied in terms of general test quality control. The D-mannitol-exposed cell cultures displayed no cytotoxicity. Concentrations close to the mathematically calculated IC10 were selected. After exposure for 10 days during differentiation, the C17.2 cells were harvested and the selected biomarkers were analyzed with RT-qPCR. Phase contrast images captured immediately before harvesting showed that the morphology of the cells had changed, even at non-cytotoxic concentrations of the substances (S3 Fig). On a functional level, all 3 neurotoxic substances significantly reduced the number of neurons (Fig 7c). The number of neurites per neuron was also reduced for all 3 substances (Fig 7d). Out of the 3 substances, VPA reduced the number of neuronal cells and number of neurites per neuron the most. Twenty-eight of the 30 neuro-specific biomarkers were significantly altered by one or more of the 3 neurotoxic substances (Fig 7a and 7b).

**Fig 6:**
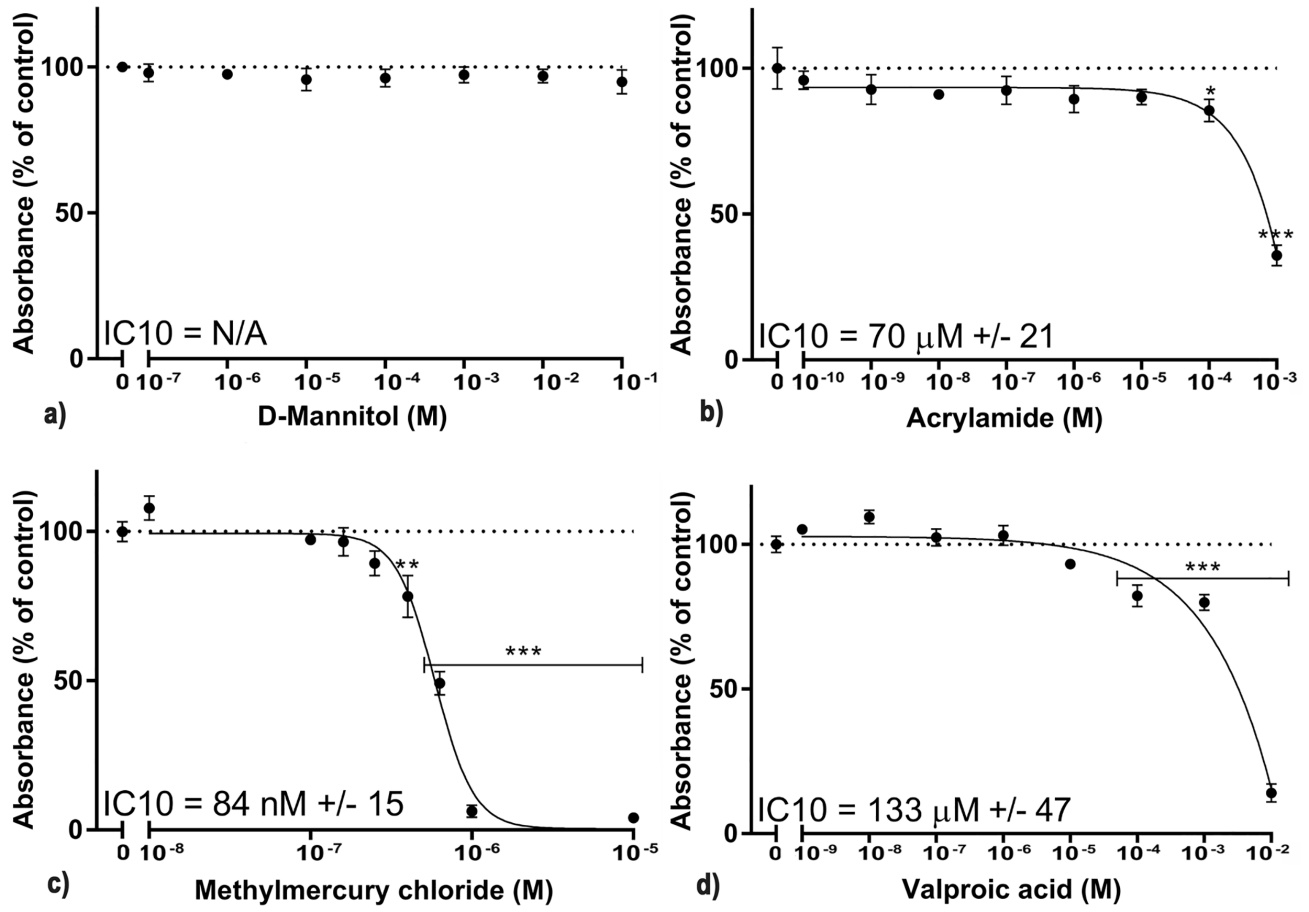
Cell viability of the C17.2 cells during exposure of a wide range of concentrations for four different compounds. The IC10 concentration was calculated and was further used to validate proof of concept of the 30 selected genes. Cells exposed to a) D-mannitol (negative control) b) acrylamide c) methylmercury chloride d) valproic acid sodium salt. The data are presented as the mean of 3 independent experiments preformed in hexaplicates. Results were analyzed using two-way ANOVA followed by Dunnett’s multiple comparisons test. The bars represent the mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 compared to control (cells exposed to only cell medium). The inhibitory concentration 10% (IC10) was determined from nonlinear regression to fit the data to the log(inhibitor) vs response(variable slope) curve using the Hill slope (slope factor), equation Y = Bottom + (Top-Bottom)/(1+10^((LogIC10-X)*HillSlope)) (GraphPad Prism 7.02).

**Fig 7:**
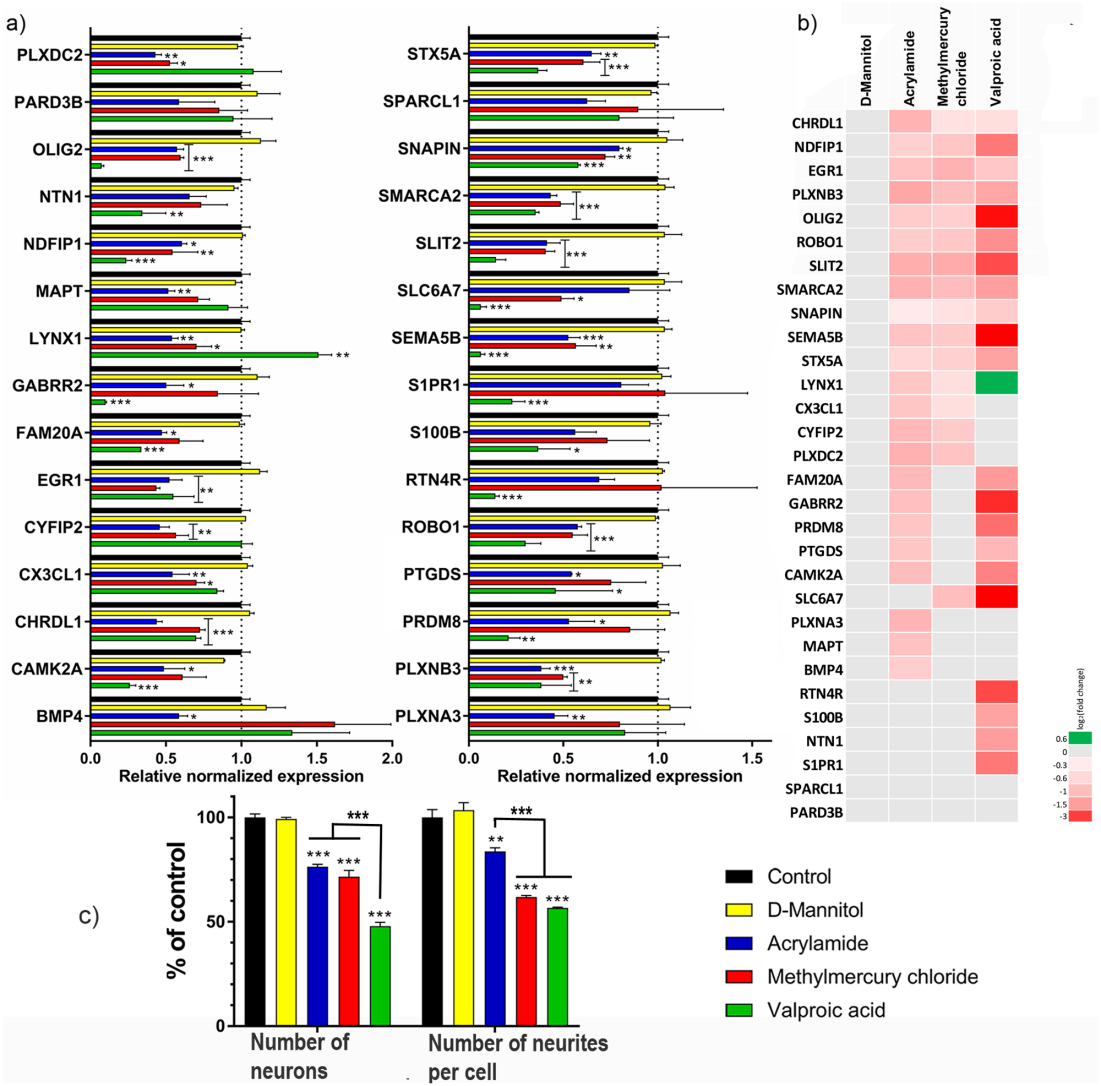
The effect of D-mannitol (negative control), acrylamide (ACR), methylmercury chloride (MeHg) and valproic acid sodium salt (VPA) on gene expression, the number of neurons and neurites per cell in differentiating C17.2 cells. a) RT-qPCR of all 30 genes after 10 days of differentiation and exposure to the IC10 of said compounds (70 μM of ACR, 90 nM of MeHg and 100 μM of VPA. D-mannitol did not show any cytotoxicity for the concentrations used, and 1 mM was chosen for cellular exposure) b) Heatmap of the 30 genes expression during exposure to the 4 compounds. The log2(fold change) for the contrasts as compared to the control (unexposed) are illustrated c) the number of neurons and the number of neurites per cell decreased after exposure to all 3 neurotoxic compounds. The data are presented as the mean of 3 independent experiments performed in duplicates. Results were analyzed using two-way ANOVA followed by Dunnett’s multiple comparisons test. The bars represent the mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 compared to control (cells exposed to only cell medium) or between the 3 different compounds (ACR, MeHg and VPA).

## Discussion

Despite its high relevance, DNT is one of the least studied forms of toxicity [11]. Keeping up hazard assessment with the rapid production of new compounds is extremely time consuming and costly. Using *in vivo* models can be challenging due to many factors, *e*.*g*. species differences, extrapolation difficulties and complex mechanisms of toxicity. The use of *in vitro* and *in silico* models for toxicity screening is both cheaper, faster and more ethically attractive. Using a battery of different assays, looking at both general toxicity and more target-dependent toxicity, could also give a broader insight to the mechanism of toxicity for specific compounds. DNT can be particularly difficult to study due to the fact that the cellular effects do not generally result in cell death, but can be displayed as subtle changes in neuronal positioning, connectivity or morphology. In addition, the effects of DNT might not be measurable for a long time after the exposure of the chemical has ceased. For example, if the DNT-producing chemical is introducing epigenetic changes, the effects of the chemical can linger much longer than the actual exposure itself and could give rise to DNT over time [18]. One should also keep in mind that DNT is occurs in a tissue that is under constant remodeling, making the need for reliable controls extremely important [48].

The C17.2 progenitor cell line is a promising model to study DNT since it can be concurrently differentiated into a co-culture of both neurons and astrocytes [29]. In 2D cultures, the neurons differentiate and extend neurites on top of the proliferating neuroglial cells. The neuroglial cells provide neurotrophic support for the differentiating neurons and mimic the *in vivo* situation better than monocultures of differentiating neurons. Additionally, astrocytes have been shown to be able to modify the neural response to different toxic substances [49], therefore a co-culture of both neurons and astrocytes might give a more complete model of the toxicological response *in vivo*. The C17.2 cell line has also been used for DNT studies in the past to study DNT-introducing chemicals such as methylmercury, manganese and arsenic [50–52]. We have previously shown that the C17.2 cell model could be used to study ACR induced DNT by studying both mRNA and protein levels of BIII-tubulin and GFAP, viability, as well as the ratio of the different neural cell populations during differentiation [15].

The use of transcriptomics for toxicological studies has become a useful tool over the last decades [27]. Toxicogenomic approaches consist in evaluating gene expression changes in response to xenobiotic exposure and can be valuable for generating hypothesis regarding specific mechanisms of toxicity. For DNT, transcriptomics make it possible to identify chemicals that affect genes that are highly regulated during differentiation [20,53]. The correlation of gene expression patterns with toxicological endpoints is essential for prediction of toxicity by expression profiling. However, the use of whole genome array analysis to study DNT results in a huge amount of data and might be considered too expensive to ultimately be used for high throughput screening. Predefined gene sets, containing a minimal number of genes that are able to detect and classify DNT is preferable and has previously been shown to be able to identify DNT-inducing reference chemicals [23]. Hogberg et al. showed that altered mRNA levels for the neuronal markers NF-68 and NF-200 (covering the initial neurite outgrowth and the later stages of morphological maturation), N-methyl D-aspartate glutamate receptor and GABA receptor (main neuronal excitatory and inhibitory receptors) as wells as astrocytic markers GFAP and S100 calcium binding protein B (S100B), could be used for the initial identification of DNT effects and the underlying mechanisms of toxicity in rat cerebellar granule cells [23]. It is not possible to identify every DNT-inducing chemical by using a small set of predefined biomarkers. The use of *in silico* predictions of possible targets for new chemicals could help in the selection of relevant biomarkers to screen. Of course, one should keep in mind that choosing too few biomarkers could pose a risk to miss certain chemicals (identify false-negative chemicals).

The C17.2 cell model is suitable to use for high throughput screening since it generates robust and technical reproducible data. Robustness is a measure of a methods’ capacity to remain unaffected by small variations in method parameters and environmental conditions. Analyzing the robustness of a model provides an indication of its reliability during normal usage and should not be disregarded as it is of significant importance, especially for more complex systems such as DNT [46]. We have, with the help of whole genome array analysis, statistics and gene enrichment lists, selected and characterized 30 genes that are of high importance for differentiation of the C17.2 neural progenitor cells under the described conditions. The IPA library canonical pathways analysis identified the pathways which were the most significantly upregulated after 5 and 10 days of differentiation. Genes involved in various pathways were differentially expressed, even if some of them were not directly linked to neural differentiation. The top canonical pathway (hepatic fibrosis/hepatic stellate cell activation) consists of a multitude of genes involved in the remodeling of the extracellular matrix that occurs during differentiation [42] and can be seen in detail in supplementary data (S2 Fig). The alteration of the NRF2-mediated oxidative stress response indicates changes in reactive oxygen species (ROS) which govern the acquisition of the neural fate, from neural induction to the elaboration of axons during neural differentiation [54]. In addition, ROS can regulate redox sensitive transcription factors such as NFκB, AP-1 and can influence neurogenesis through modulation of the redox state of tyrosine phosphorylated proteins [55]. The Wnt/Ca^2+^ pathway was upregulated during differentiation and has previously been reported to play a role in the regulation of dendritic spines and synaptic strength through a mechanism involving signaling by Wnt-5a and Wnt -7a and further activation of CamKII [56].

The 30 selected genes are all involved in a wide range of diverse pathways. A wide spread of differential pathways increase the chances of different substances to be identified by the panel of biomarkers, since they will be able to identify substances with varied modes of action (MOA). We also tested if the biomarkers could detect DNT by exposing the cells to two known DNT-producing substances and one neurotoxic and possible DNT-producing substance. The two known positive controls have slightly different MOAs but were still identified by most of the biomarkers, showing the significance of these biomarkers for neural differentiation of the C17.2 cell line. ACR and MeHg, bind to thiol groups, predominantly the cysteine thiol group in the antioxidant glutathione, suggesting similar MOA for the two compounds [57]. Maintaining the right balance of reactive oxygen species has been shown to be crucial for regulation of self-renewal and differentiation in pluripotent cells [53]. It has been suggested that the ACR-induced neurotoxicity is mediated through axonopathy caused by initial distal nerve terminal damage and subsequent retrograde axon degeneration [33]. The DNT-inducing properties of ACR are still under investigation but studies have shown that prenatal and perinatal exposure to ACR decreases the average horizontal motor activity and auditory startle response in exposed rats [58]. We have previously shown that ACR downregulated the mRNA levels of markers for semi-mature neurons and astrocytes in differentiating C17.2 cells as well as attenuating differentiation of neurons *in vitro* in both SH-SY5Y and C17.2 cells at very low concentrations [15]. However, only few studies evaluated changes in mRNA expression during differentiation and ACR exposure. Nevertheless, in this study we observed that ACR significantly downregulated most of the selected biomarkers after exposure to a non-cytotoxic concentration. In coherence with our previous study, the results indicate that ACR might cause DNT.

Exposure to MeHg during development results in mental retardation including learning and behavioral deficits in both humans and mice [59]. Prenatal exposure has shown to cause disruption in the postnatal development of the glutathione antioxidant system [60]. There are also correlations between learning disabilities and increased DNA methylation and repressive histone modifications at the BDNF promoter in mice exposed to MeHg *in utero* [61]. *In vitro*, MeHg inhibited axonal outgrowth in PC12 cells through interfering with TrkA signaling after NGF stimulation [62,63]. Hence, it is not surprising that MeHg had an inhibitory effect on many of the selected biomarkers in a model where differentiation is partly driven by NGF. In coherence with earlier studies, the neurons in our model system were more sensitive to MeHg exposure than neuroglial cells and neural progenitor cells since the neurons accumulate more MeHg [64,65]. All 3 astrocytic biomarkers (FAM20A, S100B and S1PR1) were left unaffected by MeHg.

VPA exposure during pregnancy has been associated with a number of developmental abnormalities including neural tube defects, spina bifida, autism and bipolar disorder [66]. *In vitro* transcriptomics studies have shown that VPA downregulated several genes involved in neural differentiation at the same time as upregulating genes involved in neural precursor proliferation [23]. These attributes are thought to be due to the fact that VPA inhibits histone deacetylase enzyme activity and may therefore disturb normal gene transcription [67]. In coherence with earlier studies, the C17.2 cells were also affected by VPA (Fig 7a). Most genes were downregulated but there was one gene that was upregulated (LYNX1), displaying the wide array of disturbance in gene expression following VPA exposure.

Additionally to downregulating most of the selected biomarkers for neural differentiation, all 3 of the substances significantly reduced the ratio of neurons in the cultures as well as the number of neurites per cell. The fact that the downregulation of the biomarkers also results in structural consequences further strengthens the importance of these biomarkers for neural differentiation of the C17.2 cells and that disruption of the expression levels results in functional implications for the cells during differentiation. VPA was the substance with the greatest effect on the ratio of the neural populations as well as the number of neurites per cell followed by MeHg and ACR. There was a statistically significant difference between the numbers of neurons in cultures exposed to ACR or MeHg compared to cultures exposed to VPA. The number of neurites per cell was significantly different between cultures exposed to ACR in comparison to cultures exposed to MeHg or VPA. It seems like MeHg did not affect the number of neurons as much as it affected the number of neurites per cell. VPA was also the substance that affected the selected biomarkers the most in terms of log2(fold change) values, showing that there is a correlation between the biomarkers and the structural readouts. In parallel with the differentiating cell cultures prepared for the microarray analysis, differentiating cells were exposed to 1 μM of ACR and analyzed in the whole genome microarray. Cells exposed to 1 μM of ACR during differentiation for 5 or 10 days showed no change in gene expression for the selected biomarkers (data not shown). At this concentration of ACR, there was no significant reduction in the number of neurites per cell. This indicates that there is a correlation between a significant downregulation of the mRNA biomarkers and functionality of the differentiating cells, which further validates the model. None of the 3 substances changed the mRNA levels of three generally expressed genes (HSP90ab1, Rplp1 and TBP) during the differentiation, which indicates that the downregulation seen in the neural biomarkers are not due to a general downregulation of all genes in the cells.

Out of the 30 selected biomarkers, there were 11 biomarkers that were downregulated by all 3 substances. These 11 biomarkers are involved in wide spread of categories for neural differentiation. As a preliminary prediction model it would be interesting to see if a significant downregulation of these 11 biomarkers would be a good alert for DNT. However, to be able to draw any such conclusions, a large set of test compounds need to be tested to validate the system.

There were two biomarkers that were not affected by any of the 3 substances, PARD3B and SPARCL1. During the first few weeks of postnatal development, SPARCL1 (SPARC-Like protein 1/Hevin) is highly expressed in astrocytes [68], but is also present to some extent in neurons [69]. Secretion of Hevin from astrocytes has been shown to play an important role during synapse development [70]. One reason why the levels of SPARCL1 was unaffected might be that Hevin is generated and secreted mostly by astrocytes. In general, astrocytes have a higher ability to metabolize xenobiotics, for example upregulating anti-oxidant systems that can protect against ACR and MeHg [71], leaving them less affected by the toxic insult than the neurons. PARD3B (Par-3 Family Cell Polarity Regulator Beta/PARD3) is a member of the PARD adaptor proteins and has shown to be involved in axon-dendrite polarization as well as neuronal migration [72]. However, there is no genetic loss-of function evidence establishing that PARD3B is required for axon specification [73]. There is so far no evidence that any of the selected xenobiotics are interfering directly with PARD3, which might explain why it is not affected.

The basic helix-loop-helix transcription factor OLIG2 was also downregulated by all 3 substances. The expression of OLIG2 does not necessarily indicate the presence of oligodendrocytes in the cultures. OLIG2 has been shown to be a multifunctional regulator of self-renewal in neural stem cells and seems to have a role in maintaining proliferation as well as repress quiescence genes [74].

The fact that the selected biomarkers are part of a wide array of different pathways, further strengthens the possibility to detect toxic insult from xenobiotics with unknown MOAs. Moving forward, it would be possible to further develop the model to investigate the exact mechanism of action of a chemical of interest. For example, platforms of biomarkers could be selected that are involved in specific functions in the cell that are predicted to be affected by the chemical of interest. This possibility has been utilized in the Genomic Allergen Rapid Detection (GARD) assay, which presently undergoes validation for acceptance in the OECD test guideline as an indicator of skin sensitization [75]. It is also possible to study the gene expression during development with this model by performing washout experiments, or shorter exposure times to see during which time periods the cells are most susceptive to a chemical.

The relevance of toxicogenomic approaches in safety testing is widely recognized. According to a revision of non-clinical safety studies, it was concluded that significantly regulated transcripts can serve as robust biomarkers of toxicity [76]. The study showed that there was poor correlation with histopathological findings, however, transcriptomics showed to be a very sensitive marker and often preceded more traditional endpoints.

In conclusion, from a whole genome set of mRNA transcripts we identified 30 biomarkers, which were significantly affected during neural differentiation of the C17.2 neural progenitor cell line. The biomarkers correlated to genes that are involved in neural networks according to the IPA database as well as manual review of published literature. They were selected for further validation due to their strong upregulation during neural differentiation and without further bias. The biomarkers cover most of the important categories of neural differentiation such as neurogenesis, axonogenesis, axonal guidance, astrocyte- and oligodendrocyte differentiation and neuronal connectivity, further increasing the chance of identifying substances with a wide range of MOAs. Using a set of mRNA biomarkers, instead of the whole genome, makes this model affordable and applicable for high-throughput screening. The method can be screened with optimized primers using RT-qPCR, a method that most laboratories have access to. The C17.2 cell line can be differentiated in a 2D-system without additional plate coating and with the addition of only two neurotrophic factors, making it a simple, fast and cheap model to use. The use of such models could help speed up the initial screening of substances, possibly indicating alerts that needs to be further studied in more sophisticated models.

## Supporting information

S1 Fig Neural progenitor cells C17.2 during differentiation. A) Undifferentiated neural progenitor cells after 3 days in culture B) 5 days of differentiation C) 10 days of differentiation. The scale bars represent 50 μm in all images. D) mRNA expression of GAD1 and vGluT1 during differentiation of the C17.2 cells, illustrating presence of GABAergic and glutamatergic neurons in the culture. In short, the cells were harvested and centrifuged at 500g for 5 min and stored in -80°C until mRNA extraction. The extraction was performed using GeneJET^®^ RNA Purification kit according to manufacturer’s instructions. Concentration of total RNA was determined by a NanoPhotometer^™^ P-class (IMPLEN GmbH) followed by reverse transcription of total RNA using RevertAid^®^ Minus First Strand cDNA Synthesis Kit. For quantitative real-time RT-PCR, 140 ng cDNA was used as a template together with Maxima^®^ SYBR Green/Fluorescein qPCR Master Mix (2x). Gene expression levels were measured by using the MyiQ^®^2 Two-color Real-Time PCR Detection System (Bio-Rad laboratories) and genes were normalized against TATA box binding protein (TBP). All kits and DNase1 were purchased from Fermentas, (Fischer Scientific) and performed according to instructions from the manufacturer. Primer sequences used were as follows: GAD1 forward; ACAAACTCTCAGCGGCATAGAAAGGG, reverse; AGCACGCCCATCATCTTGTGAG, vGluT1 forward; GTCCATGGTCAACAACAGCACAAC reverse; AGTTGAACTGGGCTTTCTGCAC, TBP forward; GAATTGTACCGCAGCTTCAAAA reverse; AGTGCAATGGTCTTTAGGTCAAGTT. E) Number of neurite-bearing cells compared to the total number of cells in the cultures after 5 and 10 days of differentiation F) Western blot of nestin (a marker for neural progenitor cells), βIII-tubulin (a neuronal marker) and glial fibrillary acidic protein (GFAP, an astrocytic marker). The cells were lysed in a hypotonic buffer containing NP-40. Twenty μg of total protein (determined with the DC Protein Assay, BioRad) were separated in 10% SDS- poly-acrylamide gels. The proteins were subsequently transferred to nitrocellulose membranes and hybridized with primary antibodies diluted accordingly: βIII-tubulin (ab18207) 1:5000, nestin (ab6142) 1:200 and GFAP (ab7260) 1:1000 (all from Abcam) and β-actin (sc-1616) 1:5000 (Santa Cruz). Horse radish peroxidase-conjugated anti-rabbit IgG (NA934 V) 1:3000 and anti-mouse IgG (NA931 V) 1:3000 (Amersham) and anti-goat IgG (sc-2020) 1:3000 (Santa Cruz) were used as secondary antibodies. Densitometric analysis of visual blots was performed using Image Gauge 3.46 program (Fujifilm Co. Ltd.). Results were analyzed using one-way ANOVA followed by Dunnett’s multiple comparisons test. The bars represent the mean ± SEM. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 for each biomarker compared to undifferentiated cells (unfilled/white bar).
(TIF)

S2 Fig Heatmap of the genes included in the axonal guidance signaling pathway. The log2(fold change) for the contrasts Day 10 (10 days of differentiation) vs Day 0 (undifferentiated cells cultured for 3 days), Day 5 (5 days of differentiation) vs Day 0 and Day 10 vs Day 5 are illustrated. Genes are ordered according to average log2(fold change) in the contrast Day 10 vs Day 0.
(TIF)

S3 Fig Phase contrast images taken same day as harvesting after 10 days of differentiation and exposure to the IC10 of the 4 different substances. A) Control B) D-Mannitol 1 mM C) Acrylamide 70 μM D) Methylmercury chloride 0.09 μM E) Valproic acid sodium salt 100 μM. The scale bars represent 50 μm in all images. F) Number of neurites per cell after 10 days of differentiation with different concentrations of ACR. Results were analyzed using one-way ANOVA followed by Dunnett’s multiple comparisons test. The bars represent the mean ± SEM. *p ≤ 0.05 compared to undifferentiated cells (unfilled/white bar).
(TIF)

S4 Fig GO enrichment analysis of the 30 most prominent/significant genes for neural differentiation of the C17.2 cell line.

S1 Table Gene lists used for gene enrichment analysis for selection of genes important for differentiation of the C17.2 cell line.

S2 Table The 30 selected genes including their description, protein function, the gene set enrichment list they were curated from and references.

S3 Table Target stability function analysis of the three reference genes using the Bio-Rad CFX manager 3.1 software system. This function uses an iterative test of pairwise validation described by Vandesompele et al., 2002 [45]. Recommended coefficient variance should be <0.25 and M value should be <0.5 for homogenous samples.
(PDF)

# Supplementary material for: Whole genome microarray analysis of neural progenitor C17.2 cells during differentiation and validation of 30 neural mRNA biomarkers for estimation of developmental neurotoxicity
**Source:** PLoS One. 2017 Dec 20;12(12):e0190066. doi: 10.1371/journal.pone.0190066
**Supplement:** S1 Table

S1 Table. Gene lists used for gene enrichment analysis for selection of genes important for differentiation of the C17.2 cell line.

**Gene set enrichment analysis list using Gene set enrichment analysis**<br>**http://software.broadinstitute.org/gsea/index.jsp**	
1.	LEIN_OLIGODENDROCYTE_MARKERS<br>http://www.broadinstitute.org/gsea/msigdb/cards/LEIN_OLIGODENDROCYTE_MARKERS.html
2.	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_UP<br>http://www.broadinstitute.org/gsea/msigdb/cards/GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_UP
3.	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN<br>http://www.broadinstitute.org/gsea/msigdb/cards/GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN.html
4.	LEIN_ASTROCYTE_MARKERS<br>http://www.broadinstitute.org/gsea/msigdb/cards/LEIN_ASTROCYTE_MARKERS.html
5.	CAHOY_ASTROCYTIC<br>http://www.broadinstitute.org/gsea/msigdb/cards/CAHOY_ASTROCYTIC.html
6.	LEIN_NEURON_MARKERS<br>http://www.broadinstitute.org/gsea/msigdb/cards/LEIN_NEURON_MARKERS.html
7.	CAHOY_NEURONAL<br>http://www.broadinstitute.org/gsea/msigdb/cards/CAHOY_NEURONAL.html
8.	LEIN_LOCALIZED_TO_DISTAL_AND_PROXIMAL_DENDRITES<br>http://www.broadinstitute.org/gsea/msigdb/cards/LEIN_LOCALIZED_TO_DISTAL_AND_PROXIMAL_DENDRITES.html
9.	GO_SYNAPSE<br>http://software.broadinstitute.org/gsea/msigdb/cards/GO_SYNAPSE.html
10.	LEIN_LOCALIZED_TO_PROXIMAL_DENDRITES<br>http://www.broadinstitute.org/gsea/msigdb/cards/LEIN_LOCALIZED_TO_PROXIMAL_DENDRITES.html
11.	WONG_ADULT_TISSUE_STEM_MODULE<br>http://software.broadinstitute.org/gsea/msigdb/cards/WONG_ADULT_TISSUE_STEM_MODULE.html
12.	REACTOME_NEURONAL_SYSTEM<br>https://bioinfo.uth.edu/SZGR1/showGenesByPathway.do?pathway=p874
13.	LEIN_MIDBRAIN_MARKERS<br>http://software.broadinstitute.org/gsea/msigdb/cards/LEIN_MIDBRAIN_MARKERS.html
14.	NEUROGENESIS<br>http://software.broadinstitute.org/gsea/msigdb/cards/NEUROGENESIS.html
15.	AXON<br>http://software.broadinstitute.org/gsea/msigdb/cards/AXON.html
16.	CAHOY_OLIGODENDROCYTIC<br>http://software.broadinstitute.org/gsea/msigdb/cards/CAHOY_OLIGODENDROCYTIC.html
17.	LEIN_CEREBELLUM_MARKERS<br>http://software.broadinstitute.org/gsea/msigdb/cards/LEIN_CEREBELLUM_MARKERS.html
18.	ESC_V6.5_UP_EARLY.V1_UP<br>http://software.broadinstitute.org/gsea/msigdb/cards/ESC_J1_UP_EARLY.V1_UP.html
19.	MATZUK_EMBRYONIC_GERM_CELL<br>http://software.broadinstitute.org/gsea/msigdb/cards/MATZUK_EMBRYONIC_GERM_CELL.html
20.	AXONOGENESIS<br>http://software.broadinstitute.org/gsea/msigdb/cards/AXONOGENESIS.html

# Supplementary material for: Whole genome microarray analysis of neural progenitor C17.2 cells during differentiation and validation of 30 neural mRNA biomarkers for estimation of developmental neurotoxicity
**Source:** PLoS One. 2017 Dec 20;12(12):e0190066. doi: 10.1371/journal.pone.0190066
**Supplement:** S2 Table

S2 Table. The 30 selected genes including their description, protein function, gene set enrichment list they were curated from and references.

Gene	Gene description	Protein function/Biological process	Gene set enrichment list
BMP4	Bone Morphogenetic Protein 4	Neurogenesis, Axonal guidance	MATZUK_EMBRYONIC_GERM_CELL
CAMK2A	Calcium/Calmodulin-Dependent Protein Kinase II Alpha	Synaptic transmission	LEIN_NEURON_MARKERS
CHRD1	Chordin-Like Protein 1	Neurogenesis, Neuronal differentiation	CAHOY_ASTROCYTIC
CX3CL1	Fractalkine	Neuronal chemokine, Synaptic plasticity	LEIN_NEURON_MARKERS
CYFIP2	Cytoplasmic FMR1 Interacting Protein 2	Neuronal connectivity, Neuronal polarization	LEIN_NEURON_MARKERS, AXONOGENESIS
EGR1	Early Growth Response protein 1	Neuronal plasticity, Neuronal differentiation	LEIN_NEURON_MARKERS
FAM20A	Family With Sequence Similarity 20, Member A	Gene up-regulated in astrocytes	CAHOY_ASTROCYTIC
GABRR2	Gamma-Aminobutyric Acid A Receptor, Rho 2	Synaptic transmission	GO_SYNAPSE
LYNX1	Ly-6/Neurotoxin-like protein 1	Neuromodulator	LEIN_LOCALIZED_TO_PROXIMAL_DENDRITES
MAPT	Microtubule-Associated Protein Tau	Axonogenesis, Neuronal polarity	NEUROGENESIS, AXONOGENESIS
NDFIP1	Nedd4 Family-Interacting Protein 1	Neurogenesis, Development of dendrites and spines	LEIN_NEURON_MARKERS
NTN1	Netrin-1	Axonal guidance, Neuronal migration	LEIN_CEREBELLUM_MARKERS
OLIG2	Oligodendrocyte Transcription Factor 2	Oligodendrocyte differentiation, Neural stem cell proliferation	LEIN_OLIGODENDROCYTE_MARKERS
PARD3B	Par-3 Family Cell Polarity Regulator Beta	Axonogenesis, Neurogenesis, Neuronal migration	NEUROGENESIS, AXONOGENESIS
PLXDC2	Plexin Domain-Containing Protein 2	Mitogen for neural progenitors, Neurogenesis, Neuronal connectivity	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN
PLXNA3	Plexin-A3	Axonal guidance, Neuronal migration	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN
PLXNB3	Plexin B3	Neurogenesis, Axonal guidance	CAHOY_OLIGODENDROCYTIC
PRDM8	PR Domain Zinc Finger Protein 8	Neuronal development	CAHOY_NEURONAL
PTGDS	Prostaglandin D2 Synthase 21kDa (Brain)	Neuromodulator and trophic factor in the CNS	LEIN_MIDBRAIN_MARKERS
ROBO1	Roundabout homolog 1	Axonal guidance, Neuronal migration	NEUROGENESIS, AXONOGENESIS

RTN4R	Reticulon-4 Receptor/Nogo-66 receptor	Axonogenesis	NEUROGENESIS
S100B	S100 Calcium Binding Protein B	Astrocyte differentiation, Axonogenesis	NEUROGENESIS, AXONOGENESIS
S1PR1	Sphingosine-1-Phosphate Receptor 1	Neurogenesis, Glial migration and Astrocyte proliferation	LEIN_ASTROCYTE_MARKERS
SEMA5B	Semaphorin-5B	Regulation of synapse density, Axonal guidance	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN
SLC6A7	Sodium-Dependent Proline Transporter	Synaptic transmission	CAHOY_NEURONAL
SLIT2	Slit Homolog 2 protein	Axonal guidance, Neuronal migration	NEUROGENESIS, AXONOGENESIS
SMARCA2	Transcription Activator SNF2L2	Neurogenesis, Neural stem cell proliferation	LEIN_NEURON_MARKERS
SNAPIN	SNAP-Associated Protein Snapin	Synaptic transmission, Synaptic vesicle recycling	GOBERT_OLIGODENDROCYTE_DIFFERENTIATION_DN
SPARCL1	SPARC-Like protein 1 (Hevin)	Secreted by astrocytes, Neuromodulator	LEIN_ASTROCYTE_MARKERS
STX5A	Syntaxin-5	Neuronal development, Vesicle transporting	REACTOME_NEURONAL_SYSTEM

# Supplementary material for: Whole genome microarray analysis of neural progenitor C17.2 cells during differentiation and validation of 30 neural mRNA biomarkers for estimation of developmental neurotoxicity
**Source:** PLoS One. 2017 Dec 20;12(12):e0190066. doi: 10.1371/journal.pone.0190066
**Supplement:** S3 Table — This function uses an iterative test of pairwise validation described by Vandesompele et al., 2002 [45]. Recommended coefficient variance should be <0.25 and M value should be <0.5 for homogenous samples.

S3 Table. Target stability function analysis of the three reference genes using the Bio-Rad CFX manager 3.1 software system.

**Target reference gene**	**Coefficient Variance**	**M Value**
**Rplp1**	**0,1621**	**0,4092**
**Tbp**	**0,1243**	**0,3205**
**Hsp90ab1**	**0,1194**	**0,3184**

This function uses an iterative test of pairwise validation described by (Vandesompele et al., 2002). Recommended coefficient variance should be <0.25 and M value should be <0.5 for homogenous samples.

How the deposited data were processed for this re-analysis (not part of the article)

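RNA of undifferentiated C17.2 cells and of cells differentiated for 5 or 10 days was measured on Affymetrix Mouse Gene ST arrays, 3 per group and 9 in all, each of an independent seed-out according to the paper. The authors processed the arrays with RMA (background correction, quantile normalization and summary per probe set) in Affymetrix Expression Console, whose version the paper's text does not name, and deposited log2 values. Which arrays were normalized together is not stated in the paper's text. The values were used as deposited, with no further filter or normalization, and the arrays' medians (3.91 to 4.03) were checked. No probe set (0) carried an AFFX control name, and 0 columns were left unused. Control probe sets with numeric names would not be found this way.

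Gene symbols were assigned from the array annotation. A probe set with several symbols (1820) or not listed (8452) was tested but stands for no single gene, and 1 symbol was found through its synonyms. For counts of genes, a gene was counted when any of its probe sets with that symbol alone passed; for single genes and gene lists, the probe set with the highest mean over the 9 arrays was taken. Hsp90ab1 has no probe set with that symbol alone.

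Differential expression was tested with limma 3.58.1 in R 4.3.3, in a fit with a mean per group over all 9 arrays (6 residual and 3.57 prior degrees of freedom), for 3 contrasts: day 5 against undifferentiated, day 10 against undifferentiated and day 10 against day 5. P values were adjusted by Benjamini-Hochberg over the 33793 probe sets of each contrast, and thresholds were those of the paper, an adjusted p of 0.05 and an absolute log2(fold change) of 1. The replicate letters B, C and E were not used in the fit. The procedure was tested on simulated data of the same size: of 100 probe sets with a change of 1.5 on the log2 scale at day 10 against undifferentiated cells, 89% were called, of 100 with a change of 3, 99%, and there were 0 false calls.

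Gene lists were tested with camera, which compares a list's genes with all others, at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. With the estimate camera also uses the 6 residual degrees of freedom, in place of a number set by the genes tested. Its p values were adjusted over the 102 tests (34 lists in 3 contrasts). The lists were selected biomarkers, neural stem cell markers, neuronal markers, synaptic genes, neuronal phenotype markers, astrocyte markers, oligodendrocyte lineage markers, Schwann and neural crest markers, smooth muscle and pericyte markers, cartilage and bone markers, adipocyte markers, skeletal muscle markers, microglia and leukocyte markers, endothelial markers, extracellular matrix, fibrosis signalling, axonal guidance, mitotic genes, DNA replication, cyclins and G1 regulators, cyclin-dependent kinase inhibitors, G2/M checkpoint, BRCA1 and DNA damage response, NRF2 targets, acute phase response, NF-kB signalling, Wnt and calcium signalling, antigen presentation, interferon-stimulated genes, cholesterol synthesis, ribosome biogenesis and Myc targets, immediate early genes, neurotrophins and receptors, and reference genes. They were written from general knowledge and from the pathways the paper names, not from the membership lists of its pathway software, and members without a probe set of their own symbol were left out.

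Single genes were named by a rule: every gene the paper names that has a probe set with its symbol alone; per contrast the 10 genes with the largest rise and the 10 with the largest fall past both thresholds and changed the same way in all 9 pairs of arrays, without predicted, RIKEN, microRNA, snoRNA, olfactory and vomeronasal receptor genes; and per list the 3 members with the largest rise and the 3 with the largest fall past both thresholds at day 10 against undifferentiated cells. Some of the genes that the paper names had values in its figures. A gene named outside the rule is marked as chosen after its values were seen.

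The PCA was made on the 27 differences between single arrays of the groups compared, scaled to unit variance, and again on the arrays. The overlap of contrasts was set beside simulations of arrays with no change, in which contrasts share arrays as in the experiment. For 3 lists, chosen after the results were seen, the list's median was set beside those of genes of like mean expression, with 1 of the 100 nearest genes taken per member in 1000 draws. The alternatives tried were a filter on dim probe sets, quantile normalization applied again, median centring, an offset of 32 added to unlogged values, the 6 arrays of a contrast alone, an intensity trend with a robust prior, the replicate letter as a fixed or random block, annotated probe sets only, averaged probe sets, each array left out in turn, limma's treat, unadjusted p values, no fold change threshold, an estimated correlation, and for the PCA unscaled columns or differentially expressed probe sets only.

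The RT-qPCR, protein, viability and exposure experiments are outside the array values used here and were left out. The pathway software's activation score was left out too, since its inputs are not among the array values. With 3 arrays per group, the number of arrays limits the precision.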

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

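The fits that leave out each array and the gene list tests were planned, while their use as a test of single arrays, and the tests of normalization, of medium and of time in culture, were chosen only after the results were seen. Of 14 gene lists outside the paper's discussion, 7 passed the camera test in at least 1 contrast. They are listed here because the paper does not discuss these lists as groups. With an estimated correlation none of their tests in these contrasts passed (camera), and the p values from it are given beside each. No group has the 4 arrays needed to look for single outlying arrays.

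Genes of ribosome biogenesis and Myc targets shifted down in each contrast. Odc1, the enzyme that limits polyamine synthesis, fell from 10.66 ± 0.03 (SD, n = 3) in undifferentiated cells to 8.80 ± 0.25 at day 10 (log2(fold change) -1.85, SE 0.13, adjusted p = 8.3e-06 from limma). Rrp12, which exports ribosomal subunits from the nucleus, fell to 7.43 ± 0.11 (log2(fold change) -1.83), and Cad, the enzyme that begins pyrimidine synthesis, by 1.48. At day 10, 19 of 33 genes were lower and 0 higher in limma, and the median log2(fold change) was -1.03 (adjusted p = 2.7e-22 from camera, adjusted p = 0.0665 with an estimated correlation). It was -0.68 at day 5, with 4 genes lower (adjusted p = 9.3e-19 from camera, adjusted p = 0.0665 with an estimated correlation). From day 5 to day 10 it was -0.35, with no gene past both thresholds in limma and 12 lower at an adjusted p under 0.05 (adjusted p = 1.5e-21 from camera, adjusted p = 0.0665 with an estimated correlation). Genes outside the list with like mean expression (1 of the 100 nearest per member, drawn 1000 times) had medians down to -0.397 at day 10, which argues against a normalization effect that depends on expression level as the whole cause of the shift. A single array as the cause is argued against by the fits that leave out each array, under which the median stayed below -1, with a highest adjusted p of 1.46e-20 from camera with the preset correlation. The effects of differentiation and those of medium and time in culture cannot be told apart, since 0 arrays hold differentiated cells harvested on the same day as the undifferentiated cells. Less growth in serum-free medium and withdrawal from the cell cycle both remain open, and either may contribute. According to the paper the line was immortalized with v-myc, and the level of v-myc was not examined here.

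Interferon-stimulated genes shifted up in each contrast. Ifi27, a mitochondrial protein induced by interferon, rose from 5.74 ± 0.12 (SD, n = 3) to 8.33 ± 0.07 at day 10 (log2(fold change) 2.59, SE 0.10, adjusted p = 3.1e-07 from limma), and Xaf1, a regulator of apoptosis, rose by 2.64. Oasl2, a sensor of double-stranded RNA, had a log2(fold change) of 1.78, which was 0.73 with the background offset. At day 10, 9 of 36 genes were higher and 0 lower in limma, with a median log2(fold change) of 0.56 (adjusted p = 1.2e-06 from camera, adjusted p = 0.0952 with an estimated correlation). At day 5 the median was 0.31, with 4 genes higher (adjusted p = 0.000125 from camera, adjusted p = 0.132 with an estimated correlation). It was 0.29 from day 5 to day 10, with 1 gene higher, Xaf1 (adjusted p = 7.3e-06 from camera, adjusted p = 0.116 with an estimated correlation). That call of Xaf1 ended without day 5 replicate B (adjusted p = 0.117) or C (0.0867), without day 10 replicate B (0.113), C (0.121) or E (0.0523), with the replicate letter as a block (0.0619), and with the background offset (log2(fold change) 0.88). With the background offset the list's medians were 0.33 at day 10, 0.14 at day 5 and 0.17 from day 5 to day 10. Drawn genes of like mean expression had medians up to 0.267 at day 10, below that of the list, which argues against a normalization effect that depends on expression level as the whole cause. Over the fits that leave out each array the list's median was 0.52 to 0.61, with a highest adjusted p of 7.21e-06 from camera with the preset correlation, which argues against a single array. Medium and time in culture cannot be told apart from differentiation here either, for the same reason (0 such arrays). Whether the cells secreted interferon was not tested.

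Genes of cholesterol synthesis shifted down from day 5 to day 10. Sqle and Hmgcs1, enzymes of the pathway, and Insig1, which restrains it, had log2(fold change) values of -0.70, -0.50 and -0.69 (adjusted p = 0.0223, 0.0471 and 0.0438 from limma). These 3 genes were chosen after their values were seen. None of 19 genes passed both thresholds in limma and 7 were lower at an adjusted p under 0.05, and the median was -0.50 (adjusted p = 7.9e-10 from camera, adjusted p = 0.148 with an estimated correlation). At day 10 against undifferentiated cells the median was -0.27, with no gene past both thresholds in limma and 4 lower at an adjusted p under 0.05 (adjusted p = 0.0287 from camera, adjusted p = 0.627 with an estimated correlation). That p was 0.106 without day 10 replicate C, where the median was -0.17, and 0.0551 with the filter on dim probe sets. At day 5 against undifferentiated cells the list did not pass, with a median of 0.08 (adjusted p = 0.0701 from camera, adjusted p = 0.685 with an estimated correlation), no gene past both thresholds in limma, and 3 higher and 0 lower at an adjusted p under 0.05. It passed upward from the 6 arrays of the contrast (adjusted p = 0.0398), without day 5 replicate C (0.0325) and without day 10 replicate C (0.0464). For day 10 against day 5, drawn genes of like mean expression had medians down to -0.204, which argues against a normalization effect that depends on expression level as the whole cause. Over the fits that leave out each array the list's median was -0.60 to -0.37, with a highest adjusted p of 3.89e-08 from camera with the preset correlation, which argues against a single array. Time in culture cannot be told apart from differentiation, since 0 arrays hold undifferentiated cells kept as long as the differentiated cells. Both groups were in the same medium, so the change to serum-free medium alone leaves this contrast unexplained, but its duration may contribute.

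Immediate early genes shifted up as a list in each contrast. Fos, a subunit of the transcription factor AP-1, rose from 5.71 ± 0.38 (SD, n = 3) to 9.46 ± 0.27 at day 10 (log2(fold change) 3.75, SE 0.27, adjusted p = 9.4e-06 from limma), Btg2, an inhibitor of proliferation, by 2.06 and the stress factor gene Atf3 by 1.52. The list holds Egr1, which the study selected as a biomarker. At day 10, 8 of 23 genes were higher and 0 lower in limma, with a median of 0.76 (adjusted p = 7.0e-05 from camera, adjusted p = 0.132 with an estimated correlation). At day 5, 3 were higher and 1 was lower, with a median of 0.36 (adjusted p = 0.003 from camera, adjusted p = 0.186 with an estimated correlation). Between day 5 and day 10 none passed both thresholds in limma, 4 were higher at an adjusted p under 0.05, and the median was 0.39 (adjusted p = 0.000125 from camera, adjusted p = 0.132 with an estimated correlation). These genes respond quickly to handling and to fresh medium, and neither was tested.

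Markers of Schwann cells and the neural crest shifted up in each contrast. Cdh19, a cadherin of the neural crest lineage, rose from 10.09 to 11.59 at day 10 (log2(fold change) 1.5, SE 0.11, adjusted p = 1.1e-05 from limma, n = 3 per group), Snai2, a factor of crest migration, by 1.35 and the adhesion molecule gene L1cam by 1.34. At day 10, 3 of 13 genes were higher and 0 lower in limma, with a median of 0.54 (adjusted p = 0.000788 from camera, adjusted p = 0.116 with an estimated correlation). At day 5 none passed both thresholds in limma and 4 were higher at an adjusted p under 0.05, and from day 5 to day 10 L1cam was higher (log2(fold change) 1.07, and 0.92 without day 5 replicate B and 0.96 without day 10 replicate C). The median was 0.28 at day 5 (adjusted p = 0.00653 from camera, adjusted p = 0.132 with an estimated correlation) and 0.18 from day 5 to day 10 (adjusted p = 0.00648 from camera, adjusted p = 0.132 with an estimated correlation), and the latter was 0.29 with the filter on dim probe sets.

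Markers of cartilage and bone had a median of 0.12 at day 5, with 3 of 12 higher (adjusted p = 0.0289 from camera, adjusted p = 0.132 with an estimated correlation), and of 0.20 at day 10. The p at day 5 was 0.0687 without day 5 replicate C, where the median was 0.01. The median at day 5 was 1.66 over the markers that the filter on dim probe sets kept, 0.04 with the background offset and 0.19 without undifferentiated replicate E or day 5 replicate B. At day 10 it was 2.38, 0.04 and, without day 10 replicate E, 0.32. Between day 5 and day 10 the list did not pass, with a median of 0.16 and 1 gene higher (adjusted p = 0.0856 from camera, and 0.0337 without day 5 replicate C and 0.0375 without day 10 replicate B). At day 10 the adjusted p was 0.0354 from camera and 0.134 with an estimated correlation, and the former became 0.0564 without day 10 replicate C, 0.0526 without day 10 replicate E and 0.0558 with the background offset. Fmod and Ogn, small proteoglycans that bind collagen, rose by 2.84 and 2.38 on the log2 scale at day 10. Most of these markers encode matrix proteins, which fibroblasts and glia also make.

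Neurotrophins and their receptors had a median of 0.14 at day 10 against undifferentiated cells (adjusted p = 0.0146 from camera, adjusted p = 0.215 with an estimated correlation) and of 0.18 from day 5 to day 10 (adjusted p = 0.00797 from camera, adjusted p = 0.195 with an estimated correlation). The median at day 10 was 0.89 with the filter on dim probe sets, 0.09 without day 10 replicate C and 0.22 without day 10 replicate E, and that from day 5 to day 10 was 0.09 with the background offset. At day 5 the list did not shift (median -0.01, mean 0.26, direction of the test up, adjusted p = 0.342 from camera), with 3 genes higher and 0 lower in limma. At day 10, 4 of 14 genes were higher and 0 lower in limma. Ngf, Ntf3, Ntrk1, Frs2 and Cntf had no probe set with their symbol alone, so the list says nothing on them. Cntfr, the receptor for ciliary neurotrophic factor, rose by 1.5 (SE 0.14, adjusted p = 3.3e-05 from limma). Sorcs1, a sorting receptor, had a log2(fold change) of 1.77, and 0.88 with the background offset. Sort1, a receptor for proneurotrophins, had 1.58, and 0.79 when its probe sets were averaged.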

How the results depend on the processing

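No test in this part was chosen after its result was seen, and every alternative was planned. Across the alternatives listed in the summary of the processing, no called result changed direction. Medians of lists that were not called crossed 0 in some, such as that of endothelial markers at day 10, from -0.88 to 0.12. List shifts were recomputed for 102 results: 1947 values kept their side of the threshold, and where called their direction, 71 no longer passed and 16 passed that had not. For the 459 named gene values these numbers were 8465, 190 and 42. The medians of several called lists moved by over 1.5 times, most with the filter on dim probe sets, which leaves out dim members, and with the background offset. Among them, that of cartilage and bone markers at day 10 ranged from 0.04 with the offset to 2.38 with the filter. The NRF2 and NF-kB medians at day 5, -0.16 and 0.13, were -0.10 and 0.08 with the offset, that of NF-kB was 0.21 with the filter, and that of NRF2 was -0.26 without undifferentiated replicate B. That of antigen presentation at day 5 went from 0.76 to 0.39 with the offset, and that of fibrosis signalling at day 10 against day 5 from 0.11 to 0.05.

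With the background offset of 32, which shrinks the changes of dim probe sets, differentially expressed probe sets at day 5, at day 10 and at day 10 against day 5 numbered 639 (404 higher, 235 lower), 1453 (795 and 658) and 138 (107 and 31), and genes 556 (370 and 186), 1254 (694 and 561) and 116 (87 and 29), with an overlap of 44. With treat, which tests against the fold change threshold, probe sets numbered 310 (201 and 109), 781 (477 and 304) and 14 (13 and 1), and genes 253 (189 and 64), 663 (424 and 239) and 12 (11 and 1), with an overlap of 3. Without a fold change threshold, probe sets numbered 5846 (2838 and 3008), 8256 (4225 and 4031) and 1329 (738 and 591), and genes 4845 (2379 and 2468), 6705 (3485 and 3234) and 1117 (620 and 498), with an overlap of 638. The stricter or wider threshold is itself the cause in the last 2. Counts stayed within 1.5 times the reported ones under quantile normalization applied again, median centring, the filter on dim probe sets, the 6 arrays of a contrast, the trend and robust prior, annotated probe sets only and unadjusted p values with the fold change threshold.

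With an estimated correlation, 2 of the 57 list shifts passed. The estimate was 0.73 for mitotic genes and 0.51 for DNA replication. It was 0.45 for cholesterol synthesis and 0.15 for ribosome biogenesis and Myc targets, against the preset 0.01. Camera's p rises with the correlation, so the preset p values of these lists may be far too small. With an estimated correlation camera also uses the 6 residual degrees of freedom, in place of a number set by the genes tested. That raises p too, and these effects were not separated. For oligodendrocyte lineage markers and for cartilage and bone markers, whose calls were also lost, the estimate was negative. A higher correlation therefore did not raise their p, which leaves the fewer degrees of freedom. For oligodendrocyte lineage markers at day 5 the unadjusted p from camera went from 0.0206 to 0.0483. The adjustment over all 102 tests may add to the loss. The lists at the paper's conclusions kept their medians, which this choice does not change: axonal guidance 0.36, 0.43 and 0.13 in the 3 contrasts, and at day 10 extracellular matrix 0.69, fibrosis signalling 0.18, mitotic genes -1.56, DNA replication -1.20, cyclins and G1 regulators -0.68, G2/M checkpoint -0.42, NRF2 targets -0.20, acute phase response 0.16 and NF-kB signalling 0.31.

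When each array was left out in turn, probe sets lower at day 10 than at day 5 ranged from 52 (without day 10 replicate B) to 179 (without day 10 replicate E), and genes from 47 to 160. Higher biomarkers from day 5 to day 10 ranged from 4 (without day 5 replicate B or day 10 replicate B) to 8. The fibrosis list at day 10 had a median of 0.11 to 0.22, with an adjusted p above 0.05 without undifferentiated replicate B (0.0735) and without day 10 replicate C (0.0616). Differentially expressed probe sets ranged from 1165 to 1261 at day 5, from 2347 to 2637 at day 10 and from 216 to 426 between the days, and the overlap from 60 to 101 genes. The cause of these changes was not tested, beyond the smaller number of arrays.

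In the PCA of differences, PC1, PC2 and both together held 52.0% to 60.1%, 15.8% to 19.6% and 71.3% to 76.9% over the fits that left out an array. Without scaling they held 65.6%, 11.3% and 76.9%, with the filter on dim probe sets PC1 held 65.4% and both 83.0%, with differentially expressed probe sets only 76.3% and 93.6%, and with the background offset 68.4% and 85.7%. The cause was not tested.

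The replicate letter as a fixed block gave 1190, 2448 and 279 probe sets. Nothing in the values pairs the samples by letter: deviations from the group means correlated at -0.039 to 0.158 for arrays with the same letter (9 pairs) and at -0.151 to 0.152 for different letters (18 pairs), and 4 of 9 arrays correlated best with an array of their own letter. Under this block 4 named gene calls from day 5 to day 10 were lost, those of S100b (adjusted p = 0.0748 from limma), Ehd3 (0.055), P2ry12 (0.0558) and Xaf1 (0.0619), and that of Slc4a4 was gained (adjusted p = 0.0248). The list call of oligodendrocyte lineage markers at day 5 was lost (adjusted p = 0.0617 from camera), and 0 list calls were gained. As a random block, the letters had a consensus correlation of 0.00167, and the counts were 1191, 2453 and 295.

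Signal over background limits the dim genes: Sox1 lay at 2.75 in undifferentiated cells and 2.67 at day 10, below the array medians, where small changes are resolved less well.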

Differences from the paper's values

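The smallest adjusted p of each contrast differed from that of the volcano plots, which show it as the negative log10. On that scale it was 6.66 from limma at day 5 against undifferentiated cells, and the paper's is about 9.8 in Fig 2a, read by eye. At day 10 it was 7.59, and the paper's is about 11 in Fig 2b, read by eye. At day 10 against day 5 it was 4.36, and the paper's is about 6.6 in Fig 2c, read by eye. None of the alternatives set before the data were examined brought the p values within 1.5 times of each other. The nearest was the intensity trend with a robust prior, with 8.36, 10.27 and 6.02. The counts of differentially expressed probe sets and genes, their overlap and the shares of the PCA lay within 1.5 times of the paper's.

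Of the neural stem cell markers that the paper names as downregulated, Sox1 and Sox3 had log2(fold change) values of -0.08 (adjusted p = 0.73 from limma) and -0.15 (adjusted p = 0.61) at day 10 and passed neither threshold. Mki67 was lower (-1.23), and Nes was lower in adjusted p only (-0.53, adjusted p = 0.0018). No alternative called Sox1 or Sox3. Both lay below or near the array medians, close to background, where a fall is hard to resolve.

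The paper's discussion states that the Wnt/Ca pathway was upregulated. That statement comes from pathway software applied to differentially expressed genes, while the Wnt and calcium list here has other members and another measure. Of 52 genes of this list, 8 were higher and 2 lower at day 10, also when adjusted over the list alone. Over all 22180 genes, 1112 were higher and 863 lower. The list did not shift as a whole (median log2(fold change) 0.02, adjusted p = 0.409 from camera), which does not test the paper's measure. Wnt5a and Wnt7a had 0.30 (adjusted p = 0.082 from limma) and -0.28 (adjusted p = 0.26). In the paper's direction, Creb3l1, a transcription factor of secretory cells, rose by 2.37, and the Wnt receptor genes Fzd2 and Fzd5 by 1.52 and 1.46. Camk2a, which encodes a subunit of CamKII, had a log2(fold change) of 1.30, and 0.77 with the background offset. Wnt7b had -1.82, and -0.90 with the background offset, and the phospholipase gene Plcb3 fell by 1.15.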

Other observations

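In this part the splits of the arrays were tests set before the results were seen, and the genes said to be so were chosen after. Tubb3, which encodes the neuronal tubulin that the paper measured as protein, had an expression value (log2) of 8.73 ± 0.16 (SD, n = 3) in undifferentiated cells, 8.37 ± 0.38 at day 5 and 9.62 ± 0.24 at day 10. It rose from day 5 to day 10 (log2(fold change) 1.26, SE 0.19, adjusted p = 0.0083 from limma), and at day 10 against undifferentiated cells it had 0.89 (adjusted p = 0.007), and 1.02 without day 10 replicate E. Gfap, the filament protein of astrocytes, had 4.48 ± 0.19, 4.65 ± 0.05 and 5.44 ± 0.31, a log2(fold change) of 0.96 at day 10 (adjusted p = 0.0013 from limma), which was 1.13 without day 10 replicate E and 1.05 without undifferentiated replicate C. Gad1, the enzyme of GABA synthesis, had 3.88 ± 0.28 in undifferentiated cells and 3.5 ± 0.27 at day 10 (log2(fold change) -0.38, adjusted p = 0.25 from limma), and the vesicular glutamate transporter gene Slc17a7 had 3.72 ± 0.27 and 3.44 ± 0.44 (-0.28, adjusted p = 0.51). Chat, Th and Tph2, of acetylcholine, dopamine and serotonin synthesis, had 3.16, 3.23 and 3.93 at day 10. None of 13 neuronal phenotype markers passed at an adjusted p under 0.05 in limma, and the list had an adjusted p of 0.846 from camera. The values of these 5 genes lie at or below the array medians, near background. A rise from such a level was called for Gabrr2, from 3.29 to 4.36 at day 10. The paper reports a rise of GAD1 and vGluT1 in another assay (S1D Fig).

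Among 24 neuronal markers, the tau gene Mapt was higher and the light neurofilament gene Nefl lower at day 10, as when adjusted over the list alone, with no shift of the list (median -0.04, adjusted p = 0.765 from camera). Of 30 synaptic genes none passed both thresholds in limma, 3 were higher and 2 lower at an adjusted p under 0.05, and the list did not shift (adjusted p = 0.598 from camera). Among genes of antigen presentation, H2-T23, a nonclassical class I gene, rose from 3.71 ± 0.49 (SD, n = 3) to 6.12 ± 0.20 at day 10 (log2(fold change) 2.42, and 1.17 with the background offset), and Tapbp, which loads peptides onto class I molecules, from 8.84 to 10.76 ± 0.14 (log2(fold change) 1.92, SE 0.10, adjusted p = 1.3e-06 from limma). Of 23 such genes, 9 were higher and 0 lower at day 10 in limma, also when adjusted over the list alone (median 0.89, adjusted p = 1.7e-06 from camera, adjusted p = 0.0665 with an estimated correlation). Among genes of BRCA1 and the DNA damage response, Fancb, a part of the Fanconi anemia complex, fell from 7.67 ± 0.10 to 5.48 ± 0.30, and Brca1 by 1.82. Of 31, 13 were lower at day 10 and 1, the biomarker Smarca2, was higher, also when adjusted over the list alone (median -0.92, adjusted p = 7.0e-13 from camera, adjusted p = 0.119 with an estimated correlation).

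Among lists of other cell types, 5 did not shift at day 10. Smooth muscle and pericyte markers had 1 gene higher, the growth factor receptor gene Pdgfrb (log2(fold change) 1.41), and 1 lower, Acta2 (-3.03), of 14 (median -0.12, adjusted p = 0.765 from camera). Skeletal muscle markers had the embryonic myosin gene Myh3 higher (2.51) and the troponin gene Tnnt2 lower (-1.73) of 10 (median -0.15, adjusted p = 0.536 from camera). Of 9 adipocyte markers none passed both thresholds in limma (median -0.01, adjusted p = 0.740 from camera). Microglia and leukocyte markers had 1 of 14 higher, the purine receptor gene P2ry12 (log2(fold change) 1.10, and 0.55 with the background offset, 0.91 without day 10 replicate E and 0.87 without undifferentiated replicate C), and no shift (median 0.04, adjusted p = 0.894 from camera). Endothelial markers had 1 of 10 lower, the VEGF receptor gene Flt1 (-1.66). The endothelial median was 0.10, while the mean was -0.12 and the test's direction was down (adjusted p = 0.956 from camera).

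Some genes turned between the days. The contrasts that define a turn share the day 5 arrays with opposite signs, so error in the day 5 mean alone can produce one. Across genes, the log2(fold change) values of these contrasts had an r of 0.275, against a mean of -0.500 in simulations with no change. That r covers all genes and cannot tell whether the genes that turned did so through error at day 5. Higher at day 5 and then lower at day 10 than at day 5 were 5 genes: Ckb (2.03 and -1.14), Dapk2 (1.09 and -1.05), Pla2g7 (1.03 and -2.02), Stra6 (2.08 and -1.58) and Tgm2 (1.39 and -1.12). Ckb, Dapk2 and Tgm2 were chosen after their values were seen, and the rise of Pla2g7 at day 5 was 0.98 without undifferentiated replicate C and 0.91 with the background offset. Lower at day 5 and then higher were 16 genes, among them the adhesion molecule gene Nrcam (-1.43 and 1.70) and the ephrin receptor gene Epha7 (-1.46 and 1.23), both chosen after their values were seen. Zscan4b and Zscan4e, members of a gene family active in early embryos and stem cells, had log2(fold change) values of -3.40 (adjusted p = 3.04e-05 from limma) and -3.15 (adjusted p = 1.64e-06) at day 10. Zscan4a, Zscan4c and Zscan4d, chosen after their values were seen, had -1.35, -2.28 and -0.50 (adjusted p = 0.357 for Zscan4d); the members are alike in sequence, and probes shared between them were not tested.

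The splits of 6 arrays into 3 and 3 were 10 for each contrast, too few for a share under 0.05. The real groups gave 1191, 2453 and 295 differentially expressed probe sets, and the highest of the other splits gave 0 in limma, so that 1 split, the real one, was as large in each contrast. Every other split mixes the real groups, whose difference then adds to the spread. No conclusion on chance is therefore drawn from the 0.

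More than 1 probe set was present for some named genes. At day 10 against undifferentiated cells, a second probe set had -0.17 (adjusted p = 0.40 from limma) for Pard3b, -0.46 (adjusted p = 0.17) for Rrm2, -0.36 (adjusted p = 0.18) for Slc7a11, 0.01 (adjusted p = 0.98) for Sort1 and 0.35 (adjusted p = 0.040) for H2-Q4, where the probe sets with the highest means had 1.25, -2.50, -1.92, 1.58 and 1.99. These second probe sets had means of 1.96 to 3.96, near or below the array medians. For Bgn, Cd24a, Ereg, Fmod, Mybl2 and Tapbp the second probe sets changed in the same direction as the first, each at an adjusted p under 0.05 from limma.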
